# IL-17 induced NOTCH1 activation in oligodendrocyte progenitor cells enhances proliferation and inflammatory gene expression

**DOI:** 10.1038/ncomms15508

**Published:** 2017-05-31

**Authors:** Chenhui Wang, Cun-Jin Zhang, Bradley N. Martin, Katarzyna Bulek, Zizhen Kang, Junjie Zhao, Guanglin Bian, Julie A. Carman, Ji Gao, Ashok Dongre, Haibo Xue, Stephen D. Miller, Youcun Qian, Dolores Hambardzumyan, Tom Hamilton, Richard M. Ransohoff, Xiaoxia Li

## Abstract

NOTCH1 signalling contributes to defective remyelination by impairing differentiation of oligodendrocyte progenitor cells (OPCs). Here we report that IL-17 stimulation induces NOTCH1 activation in OPCs, contributing to Th17-mediated demyelinating disease. Mechanistically, IL-17R interacts with NOTCH1 via the extracellular domain, which facilitates the cleavage of NOTHC1 intracellular domain (NICD1). IL-17-induced NOTCH1 activation results in the interaction of IL-17R adaptor Act1 with NICD1, followed by the translocation of the Act1–NICD1 complex into the nucleus. Act1–NICD1 are recruited to the promoters of several NOTCH1 target genes (including STEAP4, a metalloreductase important for inflammation and cell proliferation) that are specifically induced in the spinal cord by Th17 cells. A decoy peptide disrupting the IL-17RA–NOTCH1 interaction inhibits IL-17-induced NOTCH1 activation and attenuates Th17-mediated experimental autoimmune encephalitis (EAE). Taken together, these findings demonstrate critical crosstalk between the IL-17 and NOTCH1 pathway, regulating Th17-induced inflammatory and proliferative genes to promote demyelinating disease.

## Abstract (web summary)

NOTCH signalling stimulates oligodendrocyte progenitor cell proliferation but how this regulates demyelinating disease is unclear. Here, the authors show that an IL-17 adaptor protein, Act1, interacts with the C-terminal fragment of NOTCH1 (NICD) to activate cell proliferation and an inflammatory response.

Multiple sclerosis (MS) is an inflammatory demyelinating disease of the central nervous system (CNS) that exhibits the histopathologic hallmarks of inflammation, demyelination and neurodegeneration^1^. While the precise mechanisms of MS pathogenesis have not been fully elucidated, current models posit that myelin-reactive T helper cell populations play a central role in the initiation and propagation of the pathological process^2^,^3^,^4^. Experimental autoimmune encephalomyelitis (EAE) is a widely used animal model of MS, and elegant studies employing this model have defined the series of pathogenic events that occur in different phases of EAE/MS development^5^,^6^. In the initiation stage of EAE, antigen-presenting cells in the draining lymph nodes are activated and produce cytokines that regulate the differentiation and proliferation of effector CD4 T cells, including the T helper 1 (Th1) and T helper 17 (Th17) cell lineages. Th1 cells are functionally defined by their production of IFN-γ and TNF-α, while Th17 cells produce IL-17, IL-21 and IL-22 (refs 7, 8). It was recently reported that auto-reactive Th1 and Th17 cells are capable of independently inducing EAE through what appears to be distinct effector mechanisms^9^,^10^. Th17 cells are generated as a discrete lineage when naive CD4^+^ T cells are activated in the presence of transforming growth factor β (TGF-β) and IL-6, and they acquire the ability to rapidly expand in the presence of IL-23 (refs 11, 12, 13). While Th17 cells are known to produce a number of key pro-inflammatory cytokines, IL-17 signalling is required for the effector stage of Th17-mediated EAE because genetic ablation of either IL-17 or IL-17 receptor renders mice resistant to EAE development^14^,^15^. However, the precise cellular and molecular basis by which IL-17 participates in the pathogenesis of MS/EAE is still unclear.

Act1 is a key adaptor molecule in the IL-17 signalling pathway, and propagates IL-17 downstream signalling events following ligand stimulation^16^,^17^. We previously reported that deletion of Act1 from the neuroectodermal lineage in mice (neurons, oligodendrocytes and astrocytes) results in attenuated severity of EAE^18^. We examined the cellular basis of this observation. The disease course of EAE was unaffected by deletion of Act1 in neurons or mature oligodendrocytes, and Act1 deletion in astrocytes only modestly affected the disease course. Deletion of Act1 in oligodendrocyte progenitor cells (OPCs) resulted in markedly reduced EAE severity^19^. While IL-17 induced characteristic inflammatory mediator expression in OPCs, IL-17 also exhibited strong inhibitory effects on the maturation of oligodendrocyte lineage cells *in vitro*^19^. These data identify OPCs as the major CNS cellular target of IL-17 in EAE.

The NOTCH signalling pathway is an evolutionarily conserved pathway that regulates developmental processes in both invertebrates and vertebrates^20^,^21^. The majority of studies demonstrating the involvement of the NOTCH pathway in the pathogenesis of EAE have focused on the role of NOTCH in regulating T helper cell maturation and effector cell differentiation^22^,^23^,^24^,^25^. The NOTCH pathway has been shown to control OPC differentiation and proliferation. Specifically, NOTCH activation in OPCs was shown to contribute to defective remyelination in the CNS by impairing the differentiation of OPCs into mature oligodendrocytes^26^. Interestingly, our previous study showed that selective Act1 deficiency in OPCs (NG2^+^/Olig2^+^) confers protection against EAE, and IL-17 treatment *in vitro* inhibits OPC differentiation and reduces OPC survival^19^. However, the precise molecular mechanism mediating this effect has remained undefined. Here we report that IL-17 treatment of OPCs co-cultured with astrocytes leads to NOTCH1 activation in OPCs and that this novel signalling cascade is dependent on the extracellular domains of both IL-17 receptor and NOTCH1. IL-17-induced NOTCH1 activation resulted in formation of the Act1–NICD1 complex, translocation of Act1–NICD1 to the nucleus and recruitment of Act1 and the transcription factor RBP-J to the promoters of several NOTCH target genes that are important for inflammation and cell proliferation. As a result, IL-17-induced NOTCH1 activation in OPCs promoted the inflammatory response, cell proliferation and inhibited OPC maturation. Further underlining the pathogenic significance of IL-17-induced NOTCH1 activation, selective genetic ablation of either NOTCH1 or RBP-J in OPCs was sufficient to greatly attenuate the development and severity of Th17- but not Th1-mediated EAE. Moreover, intracerebroventricular injection of a decoy peptide based on the sequence of IL-17RA greatly inhibited IL-17-induced NOTCH1 activation and attenuated Th17-mediated EAE.

## Results

### Act1 directly interacts with NOTCH1 via NICD1

To identify novel interacting partners of Act1, we immunoprecipitated endogenous Act1 in the lysates of Hela cells treated with IL-17, followed by mass spectrometric analysis of the proteins that were co-immunoprecipitated with Act1. Several NOTCH family member proteins were detected, including NOTCH1, NOTCH2 and NOTCH3 (Supplementary Fig. 1). Since Act1 interacted most strongly with NOTCH1, we decided to focus on the Act1–NOTCH1 interaction. The interaction of Act1 with NOTCH1 was confirmed by co-immunoprecipitation followed by western blot analysis (Fig. 1a). Structure-function analysis indicated that Act1 interacts with the intracellular domain (NICD1) but not the extracellular domain (NECD1) of NOTCH1 (Fig. 1b). We further examined the Act1–NICD1 interaction by imaging analysis following transfection with GFP- or RFP-tagged proteins (Fig. 1c). When co-expressed with NECD1 (GFP), Act1 (RFP) was primarily located in the cytoplasm and did not co-localize with NECD1. In dramatic contrast, Act1 co-localized with NICD1 in the nucleus (Fig. 1c). To visualize the interaction between Act1 and NOTCH1/NICD1, we performed an *in situ* proximity ligation assay (PLA) using IL-17RA as a positive control. We detected a strong signal for the Act1–NOTCH1 complex in the cytoplasm and the Act1–NICD1 interaction in the nucleus (Fig. 1d).

On ligand binding, the NOTCH1 receptor is cleaved by ADAM family metalloproteases followed by the intramembrane γ-secretase complex to generate NICD1, which translocates into the nucleus to convert the DNA-binding protein RBP-J from a transcriptional repressor into an activator. This process involves the formation of a stable complex consisting of NICD1, RBP-J and Mastermind-like family of co-activators (MAML), and it serves as a platform for the further recruitment of other co-activators to activate NOTCH1 target genes^20^,^21^. Given our finding that Act1 could bind directly to NICD1, we further tested whether Act1 had any impact on the NOTCH1 pathway. We found that Act1 was able to increase NOTCH1 target gene Hes1-driven reporter activity in a dose-dependent manner when co-expressed with NICD1 (Fig. 1e), suggesting that Act1 might play a positive role in the NOTCH1 pathway through its interaction with NICD1. Since Act1 is a U-box-containing E3 ligase^27^ and NICD1 is known to be regulated by ubiquitination^28^,^29^, we next examined whether the E3 ligase activity of Act1 is required for its impact on NICD1 activity. We found that the Act1 E3 mutant (ΔU-box) lost the ability to translocate into the nucleus (Supplementary Fig. 2a) due to defective binding to NICD1 (Supplementary Fig. 2b). As a result, the Act1 E3 mutant failed to promote NICD1 activity compared with wild-type Act1 (Supplementary Fig. 2c). Interestingly, Act1 induced K63-linked polyubiquitination of NICD1 (Supplementary Fig. 2d). Taken together, these results suggest that the E3 ligase activity is required for its ability to promote NICD1 activity, probably by ubiquitinating NICD1. Since the Act1 E3 mutant (ΔU-box) failed to interact with NICD1, Act1-mediated NICD1 ubiquitination might be critical for the stability of the Act1–NICD1 complex. To further understand the mechanism by which Act1 facilities NICD1 activity, we examined the possible impact of Act1 on NICD1–RBP-J complex formation and the recruitment of co-activators including MAML1, P300 and PCAF. Interestingly, Act1 was detected in the RBP-J–NICD1 complex, and overexpression of Act1 increased the recruitment of MAML1, P300 and PCAF to the Act1–NICD1–RBP-J complex (Fig. 1f). Collectively, these findings suggest that Act1 directly binds to NOTCH1 through NICD1 and ubiquitinates NICD1 to form a stable complex with NICD1–RBP-J in the nucleus, facilitating the recruitment of co-activators for gene transcription.

### IL-17 activates the NOTCH pathway in OPC-astrocyte co-cultures

Our previous study revealed that the pathogenic impact of IL-17 signalling during neuroinflammation is most critical in NG2^+^ OPCs, as selective genetic ablation of Act1 in OPCs but not in other neuroglial populations, ameliorated the Th17-mediated EAE phenotype^19^. In that study, IL-17 was also shown to inhibit OPC differentiation while promoting OPC proliferation through an unclear mechanism^19^. It is well established that the NOTCH1 pathway controls the differentiation and proliferation of OPCs, and NOTCH1 signalling has also been shown to modulate demyelination/remyelination in mouse models of inflammatory demyelinating disease^26^,^30^. Collectively, these findings prompted us to examine the possibility that IL-17 might affect the NOTCH1 pathway in OPCs. Treatment of OPCs with IL-17 for different time periods had no observable impact on NOTCH1 activation, as assessed by production of the NOTCH1 cleavage product NICD1 (Fig. 2a). An earlier study suggested that TGF-β acts on astrocytes to promote expression of the NOTCH1 ligand Jagged1, thereby activating NOTCH1 in OPCs and inhibiting their differentiation^26^. Consistent with the previous report, we detected an increase in NICD1 cleavage in OPCs co-cultured with astrocytes following stimulation with TGF-β. Intriguingly, IL-17 also induced NICD1 cleavage in this co-culture system, and treatment with IL-17+TGF-β resulted in enhanced NICD1 production compared with IL-17 or TGF-β treatment alone (Fig. 2b). One possible explanation for NOTCH1 pathway activation in this system was that IL-17 might upregulate Jagged1 expression in astrocytes, thus indirectly activating NOTCH1 in nearby OPCs. However, analysis of an astrocyte monoculture revealed that while stimulation with TGF-β treatment or IL-6 upregulated expression of Jagged1, there was no change in Jagged1 expression in response to IL-17 treatment (Fig. 2c). We also examined whether IL-17 might upregulate other NOTCH pathway ligands in astrocytes and found that IL-17 did not have any impact on the expression of the other NOTCH ligands (Supplementary Fig. 3). Taken together, these results suggested that IL-17 stimulation might have a direct impact on the activation of NOTCH1 in OPCs co-cultured with astrocytes.

Cleavage of NICD1 in response to NOTCH receptor ligation is a γ-secretase-dependent process. Pre-treatment with DAPT (a γ-secretase inhibitor) abolished IL-17-induced cleavage of NICD1 at all tested time points, suggesting that IL-17-induced NOTCH activation is also γ-secretase dependent (Fig. 2d, left panel). Notably, IL-17-induced NICD1 cleavage was abolished in a co-culture containing NOTCH1 KO OPCs, suggesting that IL-17-induced NOTCH1 activation is intrinsic to OPCs (Fig. 2d, right panel). Supporting this finding, co-culture of wild-type OPCs with NOTCH1 KO astrocytes had no significant impact on IL-17-induced NICD cleavage (Fig. 2e). Likewise, NOTCH1 activation was completely abolished in a co-culture containing IL-17RA KO OPCs (Fig. 2f). However, consistent with the observation that IL-17-induced NOTCH1 activation in OPCs required astrocyte co-culture, IL-17-induced NICD cleavage was completely abolished in the co-culture of OPCs with Jagged1 KO astrocytes, indicating that astrocytes expressing Jagged1 were indispensable for IL-17-induced NOTCH activation in OPCs (Fig. 2g).

Given that Act1 directly interacts with the intracellular domain of NOTCH1, the next question was whether Act1 is required for IL-17-induced NICD1 cleavage. Surprisingly, Act1 deficiency in OPCs co-cultured with astrocytes resulted in a partial defect in NICD1 cleavage in response to IL-17 treatment, which suggested that IL-17-induced NICD1 cleavage was mediated mostly at the receptor level and that Act1 played only a partial role in this process (Fig. 2h). Interestingly, we found that while Act1 was recruited to IL-17RA and NOTCH1 shortly after IL-17 stimulation (30 min), the NICD1–Act1 complex was only detected at 8 h after IL-17 stimulation (Fig. 2i). The γ-secretase-dependent process probably accounted for the delay in NOTCH1 cleavage after the IL-17-induced interaction of IL-17R–Act1 with NOTCH1. The interaction of Act1 with IL-17RA was more transient than its interaction with NOTCH1, implicating that Act1 may stay with NOTCH1 to eventually form the Act1–NICD1 complex.

### IL-17RA–NOTCH1 interaction induces NICD cleavage

We found that IL-17-induced NOTCH activation required NOTCH1, IL-17 receptor and the NOTCH ligand Jagged1 (Fig. 2d,f,g), suggesting that this activation might be initiated at the receptor level. We next investigated whether there was any interaction between IL-17 receptor and NOTCH1. Co-immunoprecipitation and *in situ* PLA revealed that IL-17RA indeed formed a complex with NOTCH1 (Fig. 3a,b), and this interaction required the extracellular domain of NOTCH1 (NECD1) (Fig. 3c). Thus, we hypothesized that the interaction of IL-17R and NOTCH1 via the extracellular domain facilitates the cleavage of NICD1; Act1–NICD1 then forms a complex and translocates into the nucleus. In support of this hypothesis, IL-17 stimulation indeed induced nuclear translocation of NICD1 and Act1 in OPC-astrocyte co-culture (wild-type OPCs with IL-17RA KO astrocytes), which was blocked by N-[(3,5-Difluorophenyl)acetyl]-L-alanyl-2-phenyl]glycine-1,1-dimethylethyl ester (DAPT) (a γ-secretase inhibitor) (Fig. 3d). This result suggested that the cleavage of NICD1 was necessary for Act1–NICD1 nuclear translocation. Consistently, while Jagged1 expressed by astrocytes was required for IL-17-induced NOTCH1 cleavage in the co-culture system, NICD1 and Act1 nuclear translocation were abolished in OPCs co-cultured with Jagged1 KO astrocytes (Supplementary Fig. 4).

The finding that IL-17RA directly interacted with NOTCH1 prompted us to carefully analyse the protein regions mediating this interaction. We found that deletion of the extracellular domain of IL-17RA (IL-17RA Δ33–320) completely abolished the interaction between IL-17RA and NECD1, indicating that the IL-17R–NOTCH1 interaction occurred via their extracellular domains (Fig. 3e). Furthermore, sequential deletion analysis of IL-17RA demonstrated that removal of two small regions within the extracellular domain of IL-17RA (Δ133–183; Δ283–320) greatly reduced the IL-17RA–NECD1 interaction (Fig. 3e).

### NICD1–Act1 translocates into the nucleus of OPCs during EAE

To examine whether IL-17 could induce NOTCH1 activation and Act1–NICD1 nuclear translocation *in vivo*, we generated a floxed HA-tagged Act1 knock-in mouse (into its own locus), which enabled us to track endogenous Act1 cellular localization *in vivo* in a cell-type-specific manner (Fig. 4a). By breeding this mouse line to a PDGFRα-CRE (specifically expressed in OPCs) transgenic mouse, we obtained an OPC-specific HA–Act1 knock-in mouse line (Fig. 4b), which was used to track NOTCH1 activation and Act1 cellular localization in the CNS system in a model of Th17 adoptive transfer-induced EAE (Fig. 4a). By immunofluorescence staining, we observed that Act1 was mainly expressed in the cytoplasm of OPCs (PDGFRα^+^ cells) in the brain of naive mice (Fig. 4b). Interestingly, 6 days after Th17 adoptive transfer, Act1 was predominantly localized in the nuclei of OPCs (PDGFRα^+^ cells) (Fig. 4b). Moreover, we detected robust NICD1 staining in the nuclei of OPCs and perfect Act1–NICD1 nuclear co-localization (Fig. 4c). These data provided *in vivo* evidence for the function of the IL-17/Act1/NOTCH1 axis in OPCs during the course of EAE.

### IL-17 induces a subset of NOTCH1-dependent genes in OPCs

IL-17 activates the NF-κB and MAPK pathways, thereby inducing inflammatory gene expression. Furthermore, IL-17-mediated pro-inflammatory gene expression has been shown to be important in many disease states, including MS/EAE. Given the surprising finding that IL-17 can also induce NOTCH1 activation in OPCs, we sought to determine whether this novel IL-17–NOTCH1 axis plays any role in EAE pathogenesis. Th1- or Th17-polarized myelin oligodendrocyte glycoprotein (MOG)-reactive T cells were adoptively transferred to a naive recipient. 

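The expression data come from 24 arrays, each hybridized with spinal cord RNA from 1 mouse. Of these, 5 came from naive wild-type mice, 5 from wild-type recipients of Th1 cells, 5 from wild-type recipients of Th17 cells, 5 from naive Act1 KO mice and 4 from Act1 KO recipients of Th17 cells. Act1, encoded by Traf3ip2, is the adaptor protein through which the IL-17 receptor signals. According to the methods, recipients were irradiated with 500 rad, injected with MOG-reactive cells and killed 12 days later, with 5 mice in each group. By the same methods, naive mice were left untreated. The sample labels place the recipients at the onset of symptoms, whereas the paper names the peak of disease, and Fig. 5a names Act1+/− mice where the labels say wild type.
The arrays were Affymetrix GeneChips, on which transcripts are read by probe sets of short oligonucleotides. The authors summarised the probe sets by RMA, which corrects the background, brings the arrays to a common distribution and gives 1 value per probe set on the log2 scale. The RMA version and the arrays that were normalized together are not given in the sources used here. Array medians lay between 3.46 and 3.57. No detection call comes with the values, and 6552 of the genes used below had a naive wild-type mean under 3.46, near the background. A difference from a group at such a level is a lower bound, and the order of such differences is uncertain. From the deposited values, each of 17097 genes was represented by the probe set that has a single gene symbol and the highest mean over the 24 arrays. All groups were fitted together with limma, two-sided, and a gene was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all genes. The comparisons, the gene lists and the rule for naming genes were set before the data were examined. Each of 31 lists was set against the other genes by camera with a preset correlation of 0.01 in 3 comparisons of wild-type mice. Of these 93 tests, 62 passed, and 52 passed with a correlation estimated from the arrays. Between Th17 recipients and naive mice, the fit recovered 98% of simulated changes of 1 on the log2 scale and 74% of changes of 0.5. The simulated values had no background floor, so for dim genes these shares may be too high.
The first principal component held 82.8% of the variance between arrays. On it, Th1 recipients 4 and 5 stood at 55.0 and 55.9, apart from the other 3 Th1 recipients at 67.8 to 68.5. The sample titles hold a code that was read as a row and column of an array plate. Th1 arrays shared no column with other groups but shared rows with them. On the second component, with 3.28% of the variance, the deviation of the 24 arrays from their group means followed the plate row (Pearson's r = 0.797, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 3e-05). Spearman's rho was 0.783 (permutation p = 2e-05, adjusted p = 6e-05), and r was 0.758 without the 2 arrays farthest from the middle row. The third component gave r = 0.542 (permutation p = 0.00658, adjusted p = 0.00987) and rho = 0.499 (permutation p = 0.0140, adjusted p = 0.0209), with r = 0.475 without those 2 arrays. For the first component r was −0.263 (permutation p = 0.217) and rho −0.125 (permutation p = 0.561), which completes the 3 relations computed. Within groups, 3002 genes followed the row, of which 1739 rose from row A to row H and 1263 fell, by at most 0.18 per row.

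**Figure D1:**
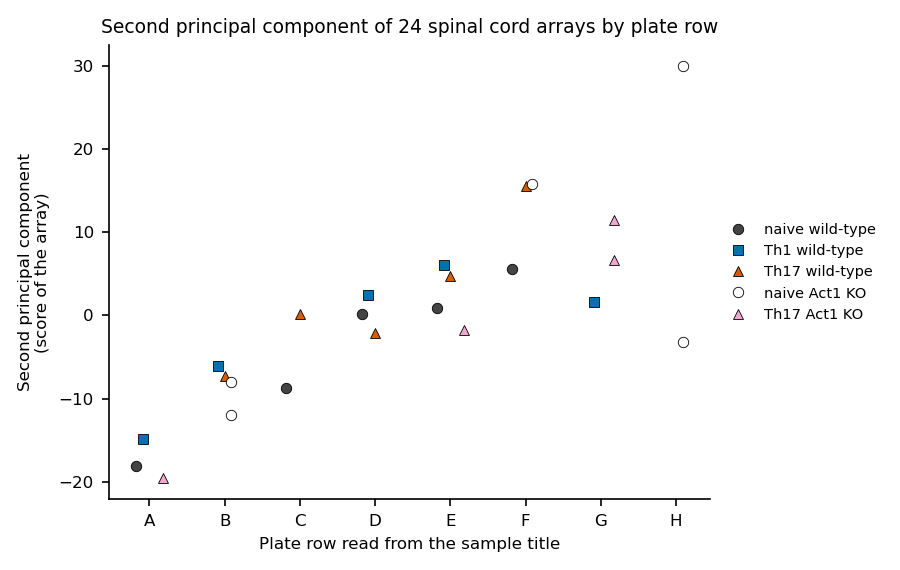
Score of the 24 spinal cord arrays on the second principal component against the plate row (A to H) read from the sample titles. Each point is 1 array, marked by group, and scores rise along the rows, with r = 0.797 for their deviations from the group means.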

At the peak of EAE disease, microarray analysis of gene expression was conducted on recipient spinal cords. 

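In wild-type spinal cords, Cxcl1, a chemokine that attracts neutrophils, reached 7.07 ± 0.15 on the log2 scale in Th17 recipients (SD, n = 5 mice), against 3.89 ± 0.51 in Th1 recipients (n = 5) and 3.08 ± 0.13 in naive mice (n = 5). It was at least 15.9-fold higher in Th17 recipients than in naive mice, whose level lay below the array medians (log2 difference 3.99, standard error 0.15) and 9.05-fold higher than in Th1 recipients (log2 difference 3.18, standard error 0.15, limma adjusted p = 2.57e-13). Steap4, a metalloreductase and a marker of reactive astrocytes, was at least 66.6-fold higher than in naive mice (standard error of the log2 difference 0.26) and 8.84-fold higher than in Th1 recipients (adjusted p = 1.04e-08). Ptx3, a secreted pattern recognition protein, was at least 33.1-fold and 7.24-fold higher, S100a9, a calcium-binding protein abundant in neutrophils, 30.5-fold and 15.5-fold, and Ccl7, a chemokine for monocytes, at least 36.2-fold and 3.88-fold. Cp, the copper-carrying ferroxidase ceruloplasmin, was 54.2-fold higher than in naive mice and 2.60-fold higher than in Th1 recipients (adjusted p = 6.27e-07). These genes also passed between Th1 recipients and naive mice, with 1.76-fold for Cxcl1 and 20.8-fold for Cp. For S100a9 that call (log2 difference 0.98, standard error 0.37, adjusted p = 0.0353) was lost when naive replicate 1, 2, 4 or 5 or Th1 replicate 1 or 2 was left out. With each array centred on ribosomal protein genes it was also lost for Cxcl1 (adjusted p = 0.0781) and S100a9 (adjusted p = 0.203). Other probe sets gave smaller differences between Th17 recipients and naive mice, at a log2 value of −0.11 for Ptx3, 1.32 for Cp, 4.06 for Steap4 and, among the other genes of Fig. 5a, 0.09 for Angptl4, 0.69 for Col3a1 (against 4.32) and 4.54 and 2.70 for Il1rn (against 5.00).

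**Figure D2:**
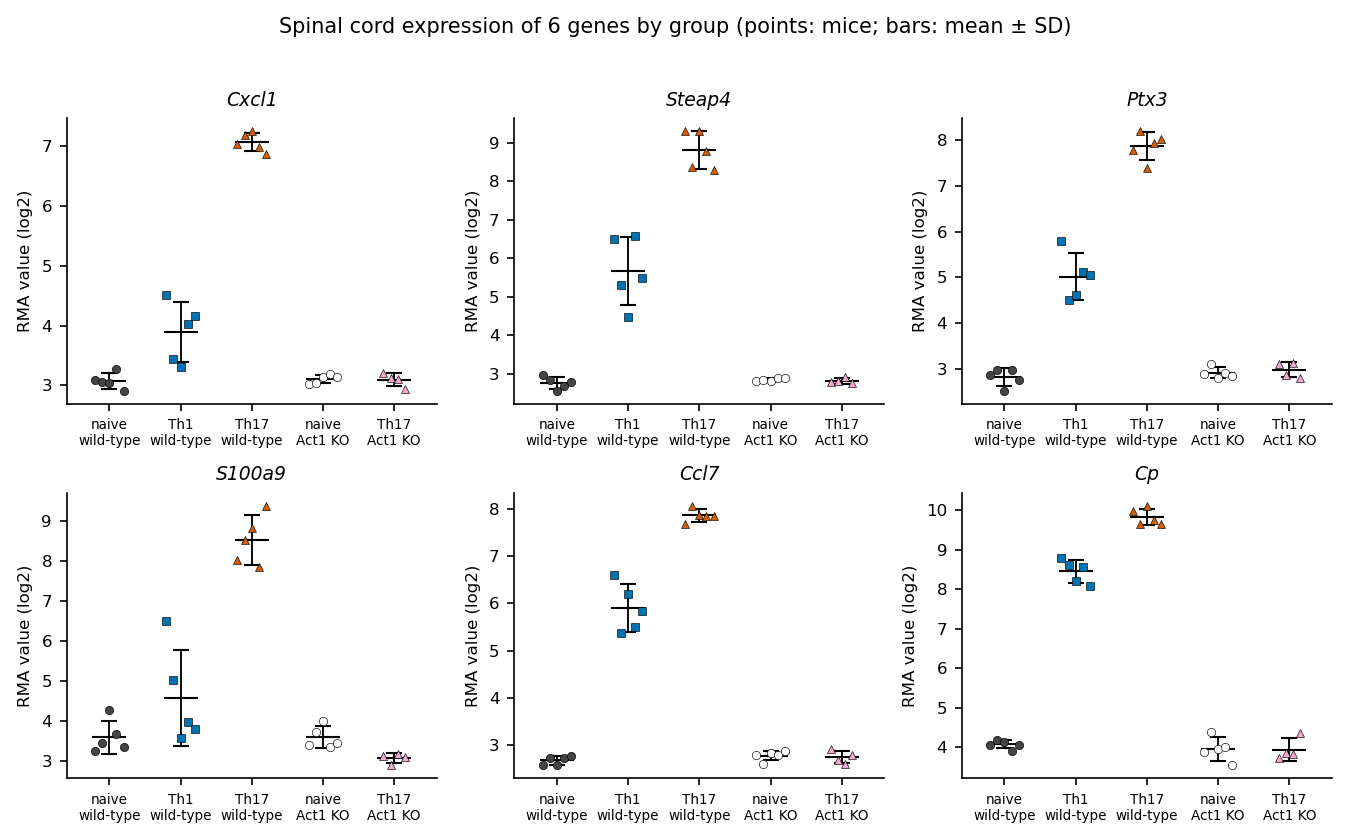
Log2 expression of Cxcl1, Steap4, Ptx3, S100a9, Ccl7 and Cp in the spinal cord, by group. Each point is 1 mouse and the bars show the mean and SD, and Cxcl1 in Th17 wild-type recipients stands at 7.07 ± 0.15 against 3.08 ± 0.13 in naive wild-type mice.

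All 21 genes named in Fig. 5a were higher in Th17 recipients than in naive mice, each by 15.9-fold or more (median 30.5-fold). In naive mice 16 of the 21 had a mean under 3.46, so the folds of those 16 over naive mice are lower bounds and the order of the folds partly reflects the background. All 21 were also higher in Th1 recipients than in naive mice (median 7.91-fold) and higher in Th17 than in Th1 recipients (median 4.87-fold), from 2.14-fold for Il1rn, the interleukin-1 receptor antagonist, to 15.5-fold for S100a9. Adjusted over the list alone the counts were equal, but the study chose these genes on these arrays, so they are not independent evidence of the direction. Within the 3 plate rows that hold both groups, each of the 21 was higher in the Th17 recipient, by 0.098 or more (Adam8), and within the 4 rows that hold Th17 recipients and naive mice by 3.27 or more. By the methods' t-test with Benjamini-Hochberg adjustment 13 of them passed between Th17 and Th1 recipients, and 0 by the exact Mann-Whitney test, with 21 at an unadjusted p under 0.05. With only the compared groups in the limma fit, Il1rn (adjusted p = 0.0552) and Adam8 (adjusted p = 0.108) were not called between Th17 and Th1 recipients.
Between Th17 and Th1 recipients 513 genes differed, 327 higher and 186 lower in Th17 recipients. Among all genes, 197 were at least 2-fold higher in Th17 recipients than in naive mice and higher than in Th1 recipients. Of these, 187 were also higher in Th1 recipients than in naive mice, and 63 were at least 2-fold higher than in Th1 recipients. Outside Fig. 5a, Il1r2, the interleukin-1 decoy receptor, was at least 5.66-fold higher than in Th1 recipients, whose level lay below the array medians (log2 difference 2.50, standard error 0.17). Selp, the adhesion molecule P-selectin, differed by 1.81 (standard error 0.14), with a difference of 0.07 between Th1 recipients and naive mice. Genes higher in Th1 recipients included granzymes, with Gzmf at −3.99 (standard error 0.45) and Gzmd at −3.80 (standard error 0.33). The levels of both granzymes in Th17 recipients lay below the array medians, so these differences are lower bounds in size. H2-Oa, which modulates MHC class II loading, stood at −1.93 (standard error 0.17) and Itgax, a dendritic cell integrin, at −1.48 (standard error 0.14). Without Th1 recipients 4 and 5, left out after seeing the data, 320 genes differed and 125 met the rule of the 197, and with only the compared groups in the fit these counts were 282 and 122. With the plate row as a block, also added then, they were 403 and 160, and with the row as a linear term 648 and 222. With each array centred on ribosomal protein genes 534 genes differed, 437 higher and 97 lower.
Of 20 IL-17 target genes, 13 were higher in Th17 than in Th1 recipients and 0 lower (16 higher when adjusted over the list alone, camera adjusted p = 1.66e-32). Fig. 5a holds 5 of them, and of the other 15, 8 were higher, among them Ccl2 (log2 difference 1.34) and Cxcl2 (1.15), named after their values were seen. Of 17 neutrophil markers 9 were higher (12 over the list alone, camera adjusted p = 2.09e-17), such as Il1r2 and the collagenase Mmp8 (2.43), and 4 of the 17 are in Fig. 5a. Astrocyte genes of the pan-reactive list were higher in 8 of 13 cases (10 over the list alone), including Timp1 (1.16) and S1pr3 (0.84), and in 6 of the 11 outside Fig. 5a. In the A2 list 7 of 12 were higher (9 higher and 1 lower over the list alone), including Tgm1 (2.09), a gene of Fig. 5a, and Ptgs2 (1.39), and 5 of the 10 outside Fig. 5a were. In the A1 list 0 of 10 passed in limma, with 2 at an unadjusted p under 0.05 and 0 after adjustment by either other test. T cell markers were higher in 5 of 14 cases (9 higher and 1 lower over the list alone), led by the costimulator Icos (1.11) and Cd2 (0.68). Monocyte and macrophage markers were higher in 8 of 18 cases (9 higher and 1 lower over the list alone), such as Plac8 (1.34) and Ccr2 (0.73). Of 16 cholesterol synthesis genes, 6 were higher (14 over the list alone, adjusted p = 0.0368 with an estimated correlation), with Idi1 at 0.85 and Fdps at 0.79. Of 11 fibroblast and matrix genes 5 were higher (8 over the list alone), such as decorin, Dcn (1.28).
IFN-γ-induced genes went the other way in 6 of 24 cases (8 lower and 4 higher over the list alone), with the MHC class II genes H2-Eb1 at −1.08 and H2-Ab1 at −1.07. The chemokine gene Cxcl11 was the 1 member called higher (0.74). The list's camera adjusted p was 0.00918, and the adjusted p was 0.204 with an estimated correlation. Complement genes were lower in 4 of 11 cases (5 over the list alone), with C2 at −0.91 and Cfb at −0.55, and higher for the receptor C5ar1 (1.11). Their camera adjusted p was 0.00534, and the adjusted p was 0.0952 with an estimated correlation. No list's median difference between Th17 and Th1 recipients moved by more than 0.17 with the plate row as a block. Several of these list counts rest partly on Th1 recipients 4 and 5. Without them 4 T cell markers were higher and 2 lower, with a mean difference of 0.20 instead of 0.32, and 3 monocyte and macrophage markers were higher and 2 lower (mean 0.11 instead of 0.26). Higher calls then numbered 5 in the pan-reactive list, 5 in the A2 list, 4 for cholesterol synthesis and 3 for fibroblast and matrix genes, and lower calls 3 for IFN-γ-induced and 1 for complement genes, while the 13 for IL-17 target genes and the 9 for neutrophil markers were as before.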

Bioinformatics analysis revealed that a number of genes were specifically induced in Th17 cell-recipient spinal cords (Fig. 5a). We found that IL-17 stimulation was able to induce these Th17-specific genes in wild-type OPCs co-cultured with Act1 KO astrocytes, but not in the co-culture of Act1 KO OPCs (Fig. 5b). Interestingly, the induction of these Th17-specific genes was abolished in NOTCH1 KO OPC co-cultures, including the inflammatory genes *CXCL1*, *STEAP4*, *PTX3*, *S100A9*, *CCL7* and *CP* (Fig. 5c). With the exception of STEAP4, all of these gene products have previously been implicated in the pathogenesis of MS/EAE. It is important to note that, compared with the astrocytes-OPC co-culture, IL-17 stimulation of OPCs alone induced much lower levels of expression of the IL-17-induced genes indicated above (Supplementary Fig. 5a). As a control, we showed that TGF-β failed to upregulate these IL-17-induced genes in an astrocyte-OPC co-culture. However, whereas Hes5 and Hes7 were highly induced by TGF-β in a NOTCH1-dependent manner, these two genes were not induced by IL-17 in astrocyte-OPC co-culture (Supplementary Fig. 5b,c).

Since IL-17 induces the nuclear translocation of the Act1–NICD1 complex, we next questioned whether Act1–NICD1 could form a complex with RBP-J on the promoters of those Th17-induced NOTCH targets. Co-immunoprecipitation showed that IL-17 stimulation indeed induced the interaction of Act1 with NICD1 and RBP-J in OPC co-cultures (wild-type OPCs with Act1 KO astrocytes) (Fig. 6a). Chromatin immunoprecipitation analysis of IL-17-treated OPC co-cultures (wild-type OPCs with Act1 KO astrocytes) demonstrated that RBP-J was recruited to the promoter region of STEAP4, PTX3, S100A9 and CCL7 in response to IL-17 stimulation. However, we did not observe recruitment of RBP-J to the promoter of CXCL1 or CP. These findings suggest that STEAP4, PTX3, S100A9 and CCL7 are direct target genes of the IL-17–NOTCH axis, while CXCL1 and CP expression might be regulated by an indirect mechanism (Fig. 6b). These findings prompted us to examine the recruitment of Act1 to the STEAP4, PTX3, S100A9 and CCL7 promoter regions in IL-17-treated OPCs co-cultures (wild-type OPCs with Act1 KO astrocytes). Indeed, mirroring what we observed with the NOTCH transcription factor RBP-J, Act1 was also recruited to the promoter region of these genes in response to IL-17 treatment (Fig. 6b). Notably, the IL-17-induced recruitment of Act1 to these promoters was completely blocked by the γ-secretase inhibitor DAPT (Fig. 6c), indicating that Act1 binding to the Th17-induced NOTCH target genes was dependent on NOTCH activation/cleavage followed by the NICD1–Act1 interaction and nuclear translocation.

It is important to note that some of the Th17-induced NOTCH target genes, such as *STEAP4* and *S100A9*, actually have dual roles in inflammatory and proliferative responses^31^,^32^,^33^,^34^,^35^. STEAP4, a metalloreductase with NADPH oxidase (NOX) activity, has been reported to play a role in cell metabolism and cell proliferation. IL-17-induced STEAP4 expression was indeed found to promote keratinocyte proliferation^31^. Thus, we wondered whether STEAP4 might also play a role in OPC proliferation and differentiation. We knocked down STEAP4 expression in OPCs by lentiviral shRNA, and then examined cell proliferation and differentiation in co-culture with IL-17RA KO astrocytes. STEAP4 knockdown attenuated IL-17-induced OPC proliferation and reversed IL-17-mediated inhibition of OPC differentiation (Fig. 6d). These data suggest that the role of IL-17 in OPC proliferation and differentiation might be at least partially dependent on STEAP4 induction.

### Ablation of NOTCH1 in OPCs ameliorates Th17-induced EAE

The IL-17–NOTCH axis-induced genes identified in this study have previously been implicated in the pathogenesis of MS/EAE^36^,^37^. Therefore, we hypothesized that OPC-intrinsic NOTCH1 might critically impact Th17-mediated EAE development. To test this hypothesis, we generated *NG2*^*ER-Cre*^*NOTCH1*^*f/+*^ and *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ mice to specifically ablate NOTCH1 expression in NG2^+^ OPCs. Immunofluorescence confirmed the efficient deletion of NOTCH1 in NG2^+^ OPC cells of the spinal cord after induction of NOTCH1 depletion by tamoxifen. Interestingly, it seemed that all the NG2^+^ OPC cells expressed NOTCH1 based on immunofluorescent staining (Fig. 7a). MOG-reactive Th17 cells were then adoptively transferred into sublethally irradiated *NG2*^*ER-Cre*^*NOTCH1*^*f/+*^ and *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ recipient mice, which showed that the severity of Th17 cell-induced EAE was greatly reduced in *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ mice compared with the control mice (Fig. 7b). Analysis of brain-infiltrating mono nucleus cell populations revealed that *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ mice had fewer infiltrating CD4^+^ cells, macrophages, neutrophils and B cells compared with the control mice (Fig. 7c). Histopathological analysis mirrored these findings, with reduced inflammatory infiltration and demyelination observed in spinal cords from *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ mice (Fig. 8a). Notably, the expression of genes that were directly controlled by the IL-17–NOTCH1 axis (CXCL1, STEAP4 and PTX3) was greatly reduced in spinal cords from *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ recipients compared with the controls (Fig. 8b).

In a previous study, we reported that following adoptive transfer of MOG-reactive Th17 cells, the NG2^+^ OPC cell population was expanded in the CNS of wild-type mice, but not in *NG2*^*Cre*^*Act1*^*f/*^ mice^19^. Therefore, we speculated that IL-17-induced NOTCH1 activity might have contributed to this phenotype since the NOTCH pathway is known to promote OPC proliferation and interfere with OPC differentiation^26^. During Th17-mediated EAE, the percentage of Ki67^+^NG2^+^ and PDGFRα^+^ OPC cells was significantly higher in the spinal cords of control mice than in *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ mice (Fig. 8c,d). These results suggest that IL-17–Act1–NOTCH1 signalling may promote OPC proliferation, thereby attenuating the proper maturation of OPCs required for the remyelination process after Th17-induced demyelination. In support of this finding, the matured oligodendrocytes (GST-π^+^ cells) were indeed highly reduced in the control mice compared to with the *NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ mice (Fig. 8d). To test whether NOTCH activation plays a specific role in Th17-mediated EAE, we adoptively transferred MOG-reactive Th1 cells into sublethally irradiated *NG2*^*Cre*^*NOTCH1*^*f/+*^ *and NG2*^*ER-Cre*^*NOTCH1*^*f/f*^ recipient mice. NG2-specific NOTCH1 deletion did not result in a noticeable impact on TH1-induced EAE, including the clinical score, cell infiltration or gene expression, further highlighting the role of NOTCH activation in the IL-17 pathway in OPCs (Supplementary Fig. 6).

In addition to NOTCH1, we also found that Act1 co-immunoprecipitated with NOTCH2 and NOTCH3 based on MS spectrum identification (Supplementary Fig. 1). Additionally, microarray analysis revealed that NOTCH2 was also induced in the spinal cords of mice receiving MOG-reactive Th17 cells (Supplementary Data 1). 

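Notch2 was measured by 1 named probe set and stood at 3.22 ± 0.10 on the log2 scale in Th17 recipients (SD, n = 5 mice) and at 3.17 ± 0.16 in naive wild-type mice (n = 5). The log2 difference was 0.06 (standard error 0.08, limma adjusted p = 0.635), and it did not pass the exact permutation test of 5 mice against 5 (p = 0.563, two-sided). Its mean lay at percentile 31.7 of all genes, and any probe set of Notch2 among those without a listed gene was not used here. In Th1 recipients the difference from naive mice was 0.00 (adjusted p = 0.987). Notch1, the receptor the paper studies in OPCs, was 1.32-fold higher in Th17 recipients (log2 difference 0.40, standard error 0.09, adjusted p = 0.000816) and 1.33-fold higher in Th1 recipients (0.41, adjusted p = 0.000620). Between Th17 and Th1 recipients it stood at −0.02. A dimmer probe set of Notch1 gave 0.26 for Th17 recipients and was not called (adjusted p = 0.0537). With each array centred on ribosomal protein genes, which moved the median of all genes by −0.42 for Th17 recipients, by −0.49 for Th1 recipients and by 0.07 between them, Notch1 went to −0.02 and Notch2 to −0.36.
Of 14 genes of the list of NOTCH receptors, ligands and processing enzymes, 7 were higher in Th17 recipients than in naive mice and 0 lower (7 over the list alone, camera adjusted p = 0.00139), whereas with ribosomal centring 5 were higher and 6 lower. Highest were the sheddase Adam17 (log2 difference 2.23, standard error 0.11) and Rbpj, the DNA-binding partner of NOTCH (1.35, standard error 0.09). The γ-secretase subunits Psen2 (1.07, standard error 0.08) and Ncstn (0.87, standard error 0.12) followed. The arrays read whole spinal cord, in which monocyte and macrophage markers rose in 17 of 18 cases (median 5.03) and OPC markers were lower in 9 of 12, so these values cannot be placed in OPCs. Notch3 (−0.11), Notch4 (0.23) and the ligand Jag1 (0.18) did not pass, although Jag1 passed without naive replicate 2 (adjusted p = 0.0386). With ribosomal centring Notch3 (−0.53, limma adjusted p = 0.000144) and Jag1 (−0.24, limma adjusted p = 0.0418) were called lower. Notch4 passed unadjusted by the methods' t-test (p = 0.0344) and by the exact Mann-Whitney test (p = 0.0317). Other probe sets gave −0.11 and −0.05 for Notch4 and 0.03 for Jag1. Of 10 canonical NOTCH target genes 5 were lower and 3 higher (5 and 3 over the list alone, camera adjusted p = 0.219), and with ribosomal centring 7 were lower and 1 higher. The repressors Heyl (−1.32) and Hey1 (−0.69) and the ubiquitin ligase gene Dtx1 (−0.80) were among the lower ones, and Id3, an inhibitor of helix-loop-helix factors, was higher (0.92). Hes5 fell by 0.37 on the log2 scale (adjusted p = 0.00184). The means over all arrays of Hes5 (3.07), Hes7 (2.95), Jag1 (2.93) and Notch4 (3.39) lay below the array medians. Their small differences therefore lie near the background. Hes7 stood at 0.25 (adjusted p = 0.0306, exact permutation p = 0.0556 for 5 mice against 5), a call lost without naive replicate 3 or 5 or Th17 replicate 3 or 4. The Hes7 call was also lost with each array centred on its median (limma adjusted p = 0.0790) and with array weights (limma adjusted p = 0.0515). With only the compared groups in the fit it was lost too (limma adjusted p = 0.0657). Hes7 did not pass the methods' t-test (unadjusted p = 0.0555) or the exact Mann-Whitney test (unadjusted p = 0.0952). Between Th17 and Th1 recipients 0 of the 14 and 0 of the 10 passed in limma, with 2 and 1 at an unadjusted p under 0.05. None passed the methods' t-test after adjustment. The adjusted Mann-Whitney test passed 0 of all 17097 genes in this comparison (adjusted p = 0.241 for Cxcl1), so it decides nothing for these lists.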

Given that RBP-J is a common transcription factor for all NOTCH members, we generated *NG2*^*ER-Cre*^*RBP-J*^*f/+*^ and *NG2*^*ER-Cre*^*RBP-J*^*f/f*^ mice. Western blot analysis showed that the expression of RBP-J was completely ablated in NG2^+^ OPC cells derived from *NG2*^*Cre*^*RBP-J*^*f/f*^ (Supplementary Fig. 7a). Following the adoptive transfer of MOG-reactive Th17 cells, the EAE phenotype was dramatically reduced in *NG2*^*ER-Cre*^*RBP-J*^*f/f*^ mice compared with the control mice (Supplementary Fig. 7b). The impact of NG2-specific *RBP-J* deletion on Th17-induced EAE was more substantial than that of NG2-specific *NOTCH1* deletion, implicating possible involvement of NOTCH2/3 in this IL-17–NOTCH axis during Th17-induced EAE. However, NG2-specific *RPB-J* deletion did not have a noticeable impact on Th1-induced EAE (Supplementary Fig. 7c). Together, these data indicated that NOTCH pathways other than NOTCH1 might also play a crucial role in the pathogenesis of Th17-, but not Th1-mediated, EAE.

### Disruption of the IL-17RA–NOTCH1 interaction attenuates EAE

Based on surface-exposed regions of the sequence of a protein, a decoy peptide may have the ability to bind to and occupy the docking site of the interacting partner of the original protein, interrupting the protein–protein interaction^38^. Our deletion analysis showed that IL-17RA and NOTCH1 interacted with each other via their extracellular domains, and amino-acid residues 280–320 in IL-17RA were required for the interaction of IL-17RA with NOTCH1 (Fig. 3e). To disrupt the interaction between IL-17RA and NOTCH1, a decoy peptide (with a fluorescein isothiocyanate (FITC) tag at its C terminus) was generated based on the sequence from 280–320 of IL-17RA (RA peptide). As a control, we showed that the RA peptide did not have any impact on IL-17-induced NF-κB and MAPK activation (Fig. 9a), suggesting that this peptide probably does not interrupt IL-17 binding to the receptor. Strikingly, the addition of RA peptide greatly reduced IL-17-induced NOTCH activation (NICD1 cleavage) in OPC co-culture with Act1 KO astrocytes (Fig. 9b). The co-immunoprecipitation experiment showed that this peptide interrupted IL-17RA and NOTCH1 binding (Fig. 9c). Furthermore, the decoy peptide completely abolished IL-17-induced inflammatory gene expression in OPC+astrocyte co-culture (Fig. 9d) and attenuated the IL-17-mediated impact on OPC proliferation and differentiation (Fig. 9e).

To confirm that the RA peptide could directly bind to NOTCH1, we stained wild-type and NOTCH1 KO OPCs with the decoy RA-peptide-FITC and NOTCH1 antibody. Flow cytometry analysis showed that wild-type OPCs, but not NOTCH1 KO OPCs, co-stained with NOTCH1 and RA-peptide-FITC, implicating that this peptide could bind directly to NOTCH1 (Fig. 7f). The residual NOTCH1-positive signalling in the NOTCH1 KO sample might be due to incomplete depletion of NOTCH1 by adenovirus expressing cre-mediated depletion (Fig. 9f). Notably, most of the OPCs were NOTCH1 positive (Fig. 9f), which is consistent with the literature^26^ and the data shown in Fig. 7a. Since this decoy peptide was efficacious for blocking IL-17-induced NOTCH1 activation in co-cultures (without inhibition of TGF-β*-*induced NOTCH1 activation, Supplementary Fig. 8), we next tested whether it had any therapeutic effect on Th17-induced EAE. To overcome the blood–brain barrier, we used an osmotic pump to continuously deliver RA peptide into the CNS by intracerebroventricular injection. Interestingly, the administration of RA peptide significantly attenuated the Th17-mediated EAE severity (Fig. 9g), reduced the CNS-infiltrated macrophages and neutrophils (Fig. 9h) and decreased Th17-induced expression of *NOTCH* genes in the spinal cord (Fig. 9i). Histopathological analysis also indicated reduced inflammatory infiltration and demyelination in spinal cords in the peptide-treated group (Fig. 9j). Thus, the RA peptide has a potent therapeutic effect on Th17-mediated EAE, probably by disrupting the IL-17RA–NOTCH axis in OPCs.

## Discussion

In the present study, we report for the first time that IL-17 crosstalks with NOTCH1, a pathway that is known to promote OPC proliferation and suppress OPC differentiation, contributing to demyelinating disease. IL-17R interacts with NOTCH1 via the extracellular domain, which facilitates the cleavage of NICD1, formation of the Act1–NICD1 complex and subsequent translocation into the nucleus. As a result, Act1 and the transcription factor RBP-J are recruited to the promoters of several Th17-induced NOTCH1 target genes, such as *STEAP4*, which are critical for inflammation and cell proliferation. Mechanistically, we found Act1 enhanced the interaction of NICD1 with co-activators of the transcription factor RBP-J, thereby promoting expression of the target genes. Selective genetic ablation of either NOTCH1 or RBP-J in OPCs attenuated the development and severity of Th17- but not Th1-mediated EAE. A decoy peptide of IL-17RA 280–320, which was required for NOTCH–IL-17RA interaction, inhibited IL-17-induced NOTCH1 activation, blocked the impact of IL-17 on the OPC inflammatory response, proliferation and maturation, and attenuated Th17-mediated EAE. Taken together, these findings demonstrated that IL-17-induced NICD1–Act1 nuclear translocation promoted inflammatory gene induction in OPCs that enhanced cell proliferation and interfered with OPC maturation, providing a new mechanism for the IL-17 and NOTCH1 pathways in demyelinating disease (Fig. 10).

Act1 is a key adaptor molecular in IL-17 pathway and plays a very important role in IL-17 signal transduction^17^. Herein, we report for the first time a nucleus function of Act1. On ligand binding, NOTCH1 receptor is cleaved by ADAM family metalloproteases, followed by intramembrane γ-secretase complex, generating NICD that translocates into nucleus to convert the DNA-binding protein RBP-J from a transcriptional repressor into an activator. This process involves the formation of a stable complex which composes of NICD, RBP-J and Mastermind-like family of co-activators (MAML), and the complex serves as a platform to further recruit other co-activators for the activation of NOTCH target genes^20^,^21^. We now found that Act1 forms a complex with NICD–RBP-J and increases the recruitment of co-activators MAML1, P300 and PCAF to NICD–RBP-J. It is possible that in response to IL-17 treatment, Act1 might recruit additional co-activators to NICD–RBP-J, directing NICD–RBP-J binding specifically to the Th17-induced NOTCH target genes, including *STEAP4, PTX3, S100A9* and *CCL7* (Fig. 10).

In the present study, we found that IL-17 could not activate NOTCH1 in OPC single culture conditions, but it could fully activate NOTCH1 in OPCs co-cultured with astrocytes. Jagged1 expressed on astrocytes has been shown to inhibit OPC differentiation and myelination^26^, making it a possible candidate in the IL-17-induced NOTCH1 activation process. Indeed, the co-culture of OPCs with Jagged1 KO astrocytes abolished IL-17-induced NOTCH1 activation, indicating that Jagged1 is indispensable for IL-17-induced NOTCH1 activation. One of the key events in NOTCH activation is the release of the NOTCH ectodomain through ligand-induced and ADAM-mediated NOTCH cleavage at cleavage site S2. This cleavage site resides within the negative regulatory region of NOTCH, which functions to prevent NOTCH activation. Since our data showed that IL-17R interacted with the extracellular domain of NOTCH1 (NECD1), it is possible that the IL-17R–NECD1 interaction may disrupt the inhibitory effect of the negative regulatory region of NOTCH1, facilitating ADAM-mediated NOTCH1 cleavage at cleavage site S2 followed by cleavage at S3 and S4 by the intramembrane γ-secretase complex for NOTCH1 activation. Alternatively, the IL-17R–NECD1 interaction may transduce the signal to the Notch1 transmembrane domain, directly promoting cleavage at S3 and S4 via the intramembrane γ-secretase complex to release NICD1. Future studies are required to elucidate the detailed molecular mechanism by which the IL-17RA–NOTCH1 interaction promotes NOTCH1 activation.

The Th17 and IL-17 pathways play an essential role in many autoimmune diseases including MS^39^,^40^. Specific ablation of Act1, NOTCH1 and RBP-J in OPCs greatly attenuated EAE development, suggesting that OPCs are the major CNS cellular target of the IL-17 and NOTCH pathways in EAE^19^. While IL-17 induced a characteristic inflammatory response in OPCs *ex vivo*, IL-17 also crosstalks with NOTCH1 to upregulate Th17-induced NOTCH1 target genes that are important for both inflammation and cell proliferation. The knowledge that most OPCs are NOTCH1-positive suggests that IL-17RA–NOTCH crosstalk is probably the dominant mode of OPC signalling in response to IL-17 stimulation. In support of this hypothesis, RA peptide that blocks IL-17RA–NOTCH1 interaction inhibited IL-17-induced NOTCH1 activation and Th17-mediated EAE, indicating a critical impact of the IL-17–NOTCH1 axis in Th17–IL-17-dependent EAE pathogenesis. Based on our findings, we propose that the IL-17/Act1/NOTCH axis has dual roles in progenitor cells. While IL-17/NOTCH induces inflammatory gene expression, it also promotes progenitor cell proliferation via some of the target genes such as *STEAP4*. Both processes can be inhibitory to the normal differentiation programme of the progenitor cells (to become mature oligodendrocytes), resulting in a lack of sufficient remyelination (contributing to demyelination). Future studies are required to carefully determine the relative importance of NOTCH1 canonical versus Th17-induced target genes in OPC proliferation/differentiation and consequent demyelinating disease.

## Methods

### Mice

B6.129X1-Notch1^tm2Rko^/GridJ (stock number 006951), Jag1^tm2Grid^/J (stock number 010618) and B6.Cg-Tg (Cspg4-cre/Esr1*) BAkik/J (stock number 008538) were purchased from Jackson Laboratory. RBP-J^*fl*/*fl*^ mice were provided by Dr Tasuku Honjo and Dr Hu, Xiaoyu at Kyoto University and Tsinghua University. LSL–HA–Act1 knock-in mice were generated on a C57BL/6 background by replacing exon 2 of *Traf3ip2* with a LoxP-Stop-LoxP-Traf3ip2 cDNA-HA Tag-PolyA cassette. All the mice used in this study were female. For all experiments, the mice were age-matched (8–12 weeks) littermates between experimental groups. The mice were housed under specific pathogen-free conditions. All animal studies were approved by the Institutional Animal Care and Use Committee of Cleveland Clinic.

### Cells

The HEK293T and HeLa cell lines were obtained from the ATCC and authenticated by analysing the morphology, growth curve and isoenzyme. Cells were tested for mycoplasma contamination and were shown to be mycoplasma negative. Both of these two cell lines were cultured in DMEM containing 10% heat-inactivated FBS (foetal bovine serum, Gibco Cat: 10,438,026) and 1% pen/strep (Thermo Fisher Scientific, Cat: 15,140,122).

### Reagents

For immunoblot analysis, antibodies against NOTCH1, MAML1, PCAF, RBP-J, NICD1, Jagged1, cleaved NOTCH1, rabbit control IgG, cleaved caspase-3, α-tubulin, H3, Myc, p-IκB*α*, p-p65, p-ERK, FLAG, HA and GFP were purchased from Cell Signaling Biotechnology (CST, Cat No. 3,447, 11,959, 3,378, 5,313, 4,147, 2,620, 4,147, 3,900, 9,664, 3,873, 4,499, 2,276, 2,859, 3,033, 4,370, 14,793, 3,724 and 2,956); antibodies against Act1, P300, TRAF6 were purchased from Santa Cruz Biotechnology (sc-11,444, sc-584 and sc-7,221); the antibody against Actin was purchased from Sigma (A5,441); and the antibody against V5 was from Thermo Fisher Scientific (MA5-15,253). All antibodies were used at a dilution of 1:1,000 for western blotting unless otherwise specified. For immunofluorescence, antibodies against FLGA and HA were purchased from CST (14,793) and Sigma (H9,658), respectively; the antibody against NG2 was provided by W.B. Stallcup (Burnham Institute for Medical Research); the antibody against Ki67 was purchased from Abcam (Cat No. ab15,580); the antibody against cleaved NOTCH1 was from Abcam (ab8925); the antibody against GST-π was from CST (3,174) and Enzo (ADI-MSA-102-E); and the antibody against PDGFRα was from eBioscience (14-1,401-81). Antisera against STEAP4, IL-17RA or Act1 was generated by Covance using selected peptides as immunogens. 4,6-Diamidino-2-phenylindole (DAPI) was purchased from Sigma (D5942). All antibodies were used at a dilution of 1:1,000 for western blotting unless otherwise specified.

### Plasmids

Human NOTCH1 and Act1 cDNA were cloned into the pCDNA3.1 (+) vector with FLAG or HA sequences appended to the C terminus of the protein. FLAG–GFP–NOTCH1, GFP–NICD1 and GFP–NECD1 plasmids were kindly provided by Dr Valina L. Dawson at Johns Hopkins University School of Medicine. FLAG–NICD1 was kindly provided by Dr Xiaoxu Hu at Tsinghua University. FLAG and V5 tagged IL-17RA plasmids were generated by cloning human IL-17RA into pCDNA3.1 (+) vector with V5 or FLAG sequence appended to the C terminus. IL-17RA deletion mutants and Act1 deletion mutants were constructed using a Quick Change mutagenesis kit from Agilent (200,518) according to the manufacturer's instruction. The primers used for mutagenesis are listed in Supplementary Table 1.

### Immunoblot and immunoprecipitation

Cells were collected and lysed on ice in lysis buffer containing 0.5% Triton X-100, 20 mM HEPES pH 7.4, 150 mM NaCl, 12.5 mM β-glycerophosphate, 1.5 mM MgCl_2_, 10 mM NaF, 2 mM dithiothreitol, 1 mM sodium orthovanadate, 2 mM EGTA, 20 mM aprotinin and 1 mM phenylmethylsulfonyl fluoride for 20 min, followed by centrifugation at 12,000 r.p.m. for 15 min to extract clear lysates. For immunoprecipitation, the cell lysates were incubated with 1 μg of antibody and A-Sepharose beads at 4 °C overnight. After incubation, the beads were washed four times with lysis buffer, and the precipitates were eluted with 2 × sample buffer. The eluates and whole-cell extracts were resolved by SDS–PAGE followed by immunoblotting with antibodies. Nuclear fractionation was performed using the NUCLEI EZ PREP kit purchased from Sigma in accordance with the manufacturer's instructions. For cell fractionation, we used the NUCLEI EZ PREP NUCLEI ISOLATION KIT from Sigma (Cat No. NUC-101) to isolate nuclear and cytoplasmic proteins. Densitometric quantification of the western blot results was performed on images of scanned films using ImageJ software. All uncropped western blots can be found in Supplementary Fig. 9.

### Immunofluorescence

Transfected cells or frozen sections were fixed with 4% paraformaldehyde (PFA) followed by permeabilization with PBS containing 0.3% Triton X-100 for 10 min. Before incubation with primary antibody, the samples were incubated with 10% goat serum at room temperature for 1 h to block non-specific staining. After 12 h of incubation with primary antibody at 4 °C, the samples were washed three times with ice-cold PBS and further stained with fluorophore (Alex488 and Alexa 530)-conjugated secondary antibodies. After staining, the samples were counterstained with DAPI and immersed in mounting medium before being sealed on a slide with nail polish. The sealed slides were analysed using a Leica TCS-SP microscope with companion software. Quantification of immunofluorescent staining was performed by manually enumerating the number of positive cells in 20 views per biological or technical replicate.

### Mass spectrometry identification

Samples were reduced and alkylated in dithiothreitol and iodoacetamide followed by trypsin digestion overnight. Digested samples were injected onto an Agilent Zorbax 300SB-C18 0.075 mm × 150 mm column on an Eskigent nanoLC system coupled to a Thermo LTQ-ETD-Orbitrap. The Advion Triversa NanoMate served as the nano-ion spray source. Mass spectrometry and tandem mass spectrometry (MSMS) data were searched against the RefSeq human protein database by Sorcerer Sequest (Sage-N Research, Milpitas, CA). The searched data set was processed using the TPP (trans-proteomics pipeline) and filtered with peptide prophet.

### PLA

PLA was performed using the Duolink In Situ Red Kit purchased from Sigma (DUO92101) in accordance with the manufacturer's instruction. Briefly, transfected cells were washed once with ice-cold PBS, followed by fixation with 4% PFA for 15 min at room temperature. The fixed cells were then washed three times with PBS and permeabilized with 0.3% Triton X-100 containing PBS for 10 min. The permeabilized cells were blocked with 5% normal goat serum for 1 h at room temperature. The cells were then incubated with primary antibodies (rabbit anti-FLAG (CST 14793, 1:300 dilution) and mouse anti-HA (Sigma H9658, 1:300 dilution) diluted in 10% normal goat serum supplemented with 0.1% Tween at 4 °C overnight. Following the incubation, the cells were three times with PBS and then incubated with two PLA probes (Duolink In Situ PLA Probes Anti-rabbit PLUS and Anti-Mouse MINUS, Sigma-Aldrich) for 1 h at 37 °C. After probe incubation, the samples were incubated in ligation solution for 1 h at 37 °C. After ligation, the cells were washed with wash buffer A and incubated in amplification solution for 2 h at 37 °C. The cells were then serially washed twice in 1 × wash buffer B, 0.01 × wash buffer B once, and PBS once, followed by incubation with secondary antibodies for 1 h at room temperature. Finally, the cells were washed three times with PBS and mounted in Duolink In Situ Mounting Medium supplemented with DAPI. Fluorescent images were obtained using a confocal microscope.

### Primary cell culture

The astrocyte culture was prepared from 1-day-old neonatal mice. Brains freed of meninges were dissociated with 1-ml pipettes. Debris was removed by filtration through a 70-μm cell strainer (Falcon). The cells were cultured in DMEM plus 10% foetal bovine serum (vol/vol) supplemented with 50 μg ml^−1^ penicillin and 50 μg ml^−1^ streptomycin. Ten days after the initial culture, cells were stained with antibody against GFAP (Sigma, G3893, 1:500) to verify the purity of the astrocytes. OPCs were derived from neurospheres. Embryos were dissected from pregnant mice 14 days after the last recording of a vaginal plug. Neurospheres were cultured in DMEM/F12 supplemented with B27 (Invitrogen) and 20 ng ml^−1^ recombinant mouse epidermal growth factor (R&D). Floating neurospheres were passaged at a 1:3 ratio in the same medium every 3 days. To produce pure OPCs, neurospheres were dissociated after two–three passages and plated on poly-D-lysine-coated plates in DMEM/F12 supplemented with B27 (Invitrogen), 20 ng ml^−1^ FGF and 10 ng ml^−1^ PDGF (Peprotech). The OPC purity was verified with anti-Olig2 and CNPase staining (>98% of cells were Olig2^+^ CNPase^−^ at 4 days after culture). For the OPC-astrocyte co-culture, astrocytes were plated in six-well plates at a density of 2 × 10^4^ per well in DMEM/F12 supplemented with B27. On the following day, dissociated neurospheres were plated together with the astrocytes at a density of 5 × 10^5^ per well. The culture medium was further supplemented with 20 ng ml^−1^ FGF+10 ng ml^−1^ PDGF to promote OPC differentiation. The co-culture was maintained for 4 more days before being subjected to experiments (for example, IL-17 treatment). To generate NOTCH1 and RBP-J knockout OPCs, neurospheres were prepared from NOTCH1^*fl*/*fl*^ and RBP-J ^*fl*/*fl*^ embryos. An adenovirus directing the expression of GFP (control) or Cre was added to the culture medium after neurosphere dissociation to mediate the deletion of floxed alleles. NOTCH1 and Jagged1-deficient astrocytes were isolated from NOTCH1 ^*fl*/*fl*^ and Jagged1 ^*fl*/*fl*^ neonatal mice, and deletion was achieved by adenovirus infection as described for the neurosphere. The Cre deletion was validated in OPCs for NG2-ER-cre. Cultured OPCs were collected and stained with anti-NG2 for cell sorting of NG2^+^ OPCs cells. Sorted cells were lysed, and western blotting was conducted to evaluate RBP-J expression in NG2^+^ cells from NG2-ER-cre; RBP-J ^*fl*/+^ and NG2-ER-cre; RBP-J ^*fl*/*fl*^ mice.

### Real-time PCR

Total RNA was extracted from the spinal cord with TRIzol (Invitrogen) according to the manufacturer's instructions. Three micrograms of total RNA for each sample was reverse-transcribed using SuperScript II Reverse Transcriptase from Thermo Fisher Scientific. The resulting complementary DNA was analysed by real-time polymerase chain reaction (PCR) using SYBR Green Real-Time PCR Master Mix. All gene expression results are expressed as arbitrary units relative to the expression of *Actb*. The fold induction of gene expression in spinal cord after EAE induction was determined by dividing the relative abundance of experimental samples by the mean relative abundance of control samples from naive mice. The primer sequences for RT–PCR are listed in Supplementary Table 1.

### Luciferase reporter assay

HeLa cells were transfected with 100 ng of a Hes1-luciferase reporter construct in a 12-well plate together with the combination of plasmids indicated in the figure legends. Forty-eight hours after transfection, the cells were lysed, and luciferase activity was determined using the luciferase assay system and chemiluminescent reagents from Promega.

### Chromosomal immunoprecipitation

The binding of Act1 and RBP-J to promoters of STEAP4, PTX3, CCL7 and S100A9 was assessed by chromosomal immunoprecipitation (ChIP) using OPCs co-cultured with Act1 KO astrocytes. The ChIP assay was performed using the ChIP assay Kit from Active Motif in accordance with the manufacturer's instructions. Briefly, a total of 1 × 10^7^ co-cultured cells was fixed with 1% formaldehyde. Fixed cells were sonicated for 30 s at medium power for 20 cycles, followed by centrifugation. The sonicated whole-cell extract was diluted in ChIP dilution buffer. The samples were incubated at 4 °C overnight with antibodies against RBP-J (CST 5313, diluted at 1:50), Act1 (Covance, diluted at 1:50) or rabbit IgG (CST Cat No. 3,900, at 1:50) and A-Sepharose beads (Active Motif). The precipitates were washed and subjected to DNA extraction followed by RT–PCR analysis of promoter enrichment using the primers listed in Supplementary Table 1.

Mouse control primers for the Chip assay were purchased from Active Motif (71011).

### Tamoxifen injection to deplete NOTCH1 and RBP-J *in vivo*

NG2-ER-cre; NOTCH1 ^*fl*/+^ and NG2-ER-cre; NOTCH1^*fl*/*fl*^ mice and NG2-ER-cre; RBP-J ^*fl*/+^ and NG2-ER-cre; RBP-J ^*fl*/*fl*^ mice (4 weeks old) were injected intraperitoneally with 5 mg of tamoxifen per week for at least 4 weeks.

### GeneChip Microarray analysis

Five mice in each group were left untreated (naive group) or adoptively transferred with MOG-reactive Th1 or Th17 cells. Act1 KO mice received only the Th17 adoptive transfer. 

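Traf3ip2, which encodes Act1, stood at 5.56 ± 0.24 on the log2 scale in naive mice labelled Act1 KO (SD, n = 5) and at 4.29 ± 0.20 in naive wild-type mice (n = 5). Its probe set was thus 2.42-fold higher under the Act1 KO label (log2 difference 1.27, standard error 0.11, limma adjusted p = 4.66e-08), and the 4 Th17 recipients labelled Act1 KO stood at 5.69 ± 0.10. The paper's text does not describe the allele, so this probe set cannot check the label. The paper's co-cultures, in which IL-17 induced the Fig. 5a genes with wild-type but not with Act1 KO OPCs, run the way the label says, which does not settle it. Galc, the lysosomal enzyme that degrades myelin galactolipids, was between 2.88 and 3.78 in all 9 arrays labelled Act1 KO and at 6.60 or more in all 15 wild-type arrays. Its log2 difference between the naive groups was −3.91 (standard error 0.11, adjusted p = 1.43e-18), though other probe sets of Galc gave 0.70 and 0.12. Rpgrip1, a photoreceptor cilium gene, differed by −3.95 (standard error 0.51), with 0.13, 0.05 and −0.06 from its other probe sets. Its values in naive mice labelled Act1 KO ran from 3.57 to 7.57, and the call was lost with the plate row as a block (−3.11, limma adjusted p = 0.0710). It was also lost by the methods' t-test after adjustment.
In mice labelled Act1 KO, Th17 transfer left no gene called against naive mice (0 of 17097 in limma, with 1070 at an unadjusted p under 0.05, and 0 after adjustment by the methods' t-test or the exact Mann-Whitney test). Values of the 2 groups did not overlap for 256 genes, 1.50% of all, where chance gives 1.59%. The fit recovered 98% of simulated changes of 1 and 66% of changes of 0.5 in this comparison. That simulation also changed 50 genes by 2 and 50 by 4 and gave 190 calls, which eases the adjusted threshold. The real comparison gave 0 calls, and the simulated values had no background floor or plate row trend. These shares may therefore be too high. For Cxcl1 the difference was −0.01 (standard error 0.16, 95% interval −0.34 to 0.32), and for Steap4 −0.03 (standard error 0.28). Over the 1251 genes at least 2-fold higher in wild-type Th17 recipients (median log2 difference 2.07), the median in mice labelled Act1 KO was 0.01, with quartiles of −0.07 and 0.11. The response to Th17 cells differed between the genotypes for 5479 genes, of which 2365 changed more upward in wild-type mice and 3114 more downward. With the plate row as a block this count was 3973, with the row as a linear term 5993, and with ribosomal centring it was 11123 (1491 upward, 9632 downward). Of 24 IFN-γ-induced genes 23 had the larger increase in wild-type mice (median difference of the responses 5.59). The same held for 14 of 14 T cell markers (2.08) and 16 of 20 IL-17 target genes (3.22), and 15 of 15 neuron markers had the larger decrease. When Th17 Act1 KO replicate 2 was left out, 7 genes were called between recipients and naive mice labelled Act1 KO, and 4 when Th1 replicate 4 was.
Between naive mice of both genotypes 100 genes differed, 28 higher and 72 lower under the Act1 KO label. Serpina3n, an acute-phase protease inhibitor of reactive astrocytes, was higher (2.27, standard error 0.11), as was Adat2, a tRNA deaminase (2.39, standard error 0.16). Lower genes included Rmst, a long noncoding RNA (−2.84, standard error 0.23), and Ctsc, the protease cathepsin C (−1.58). Another probe set of Rmst gave −0.13 and others of Ctsc −0.10 and −0.08, and with the mean of all probe sets Ctsc stood at −0.59 and was not called (adjusted p = 0.0632). With the plate row as a linear term, added after seeing the data, 112 genes were called, including 91 of the 100, at a median size of 0.692 instead of 0.717. With the row as a block, where 1 row holds both naive genotypes, 35 genes were called, including 27 of the 100, since the median standard error of the 100 genes rose from 0.130 to 0.167 while their median size went to 0.697.

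**Figure D3:**
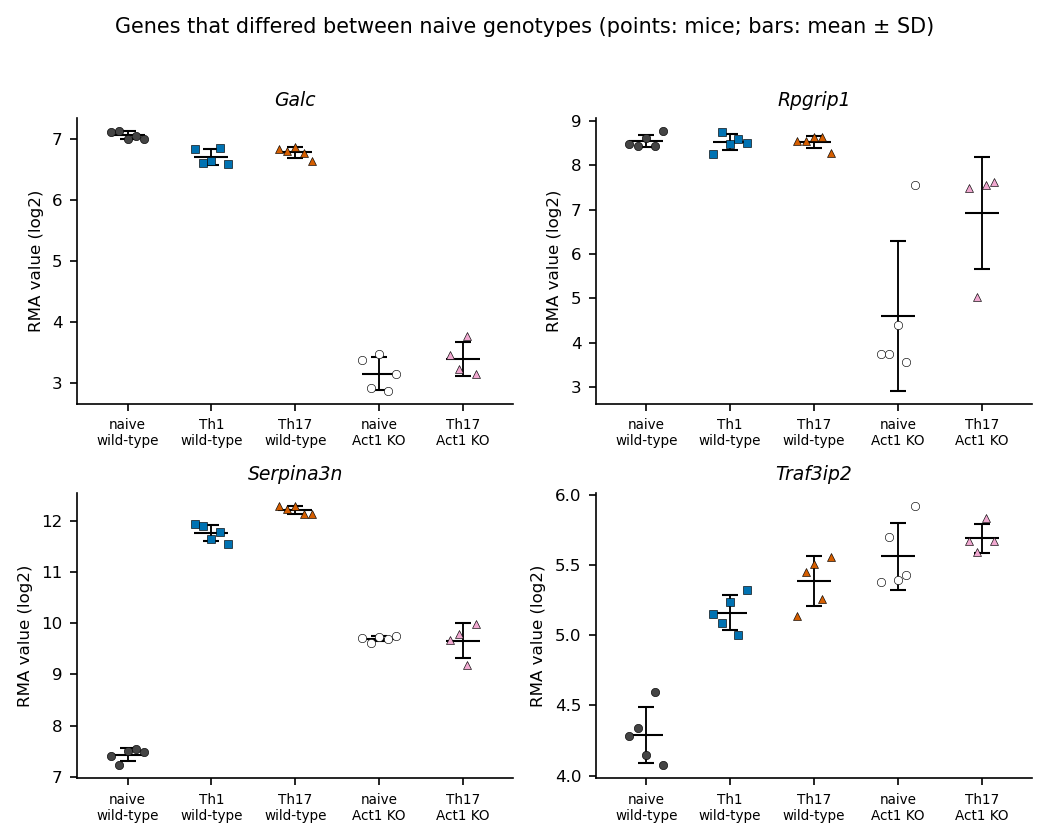
Log2 expression of Galc, Rpgrip1, Serpina3n and Traf3ip2 in the spinal cord, by group. Each point is 1 mouse and the bars show the mean and SD, and Traf3ip2 stands at 5.56 ± 0.24 in naive mice labelled Act1 KO against 4.29 ± 0.20 in naive wild-type mice.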

Twelve days after adoptive transfer, the mice were killed, and spinal cords were subjected to mRNA extraction for microarray analysis. Target preparation was performed on a Biomek FXP (Beckman Coulter, Brea, CA) using a GeneChip HT 3′IVT Express Kit (Affymetrix, Santa Clara, CA) in accordance with the manufacturer's instruction. Labelled cRNA was hybridized on an Affymetrix GeneChip HT-MG-430PM-96 (Affymetrix). Array hybridization, washing and scanning were performed using GeneTitan (Affymetrix). Three independent biological replicates were analysed in each experiment, which yielded consistent results. 

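At an unadjusted p under 0.05, the methods' t-test passed 8346 of 17097 genes between Th17 recipients and naive wild-type mice and 8196 between Th1 recipients and naive mice. After Benjamini-Hochberg adjustment 7264 and 6988 passed. Between Th17 and Th1 recipients 1843 genes passed unadjusted and 69 adjusted. Among these comparisons the 21 genes of Fig. 5a passed throughout between Th17 recipients and naive mice, whereas 20 passed between Th1 recipients and naive mice. S100a9, with overlapping values in Th1 recipients and naive mice, was the 1 that did not (unadjusted p = 0.0952 by the exact Mann-Whitney test). Galc and Serpina3n lay within the 1126 genes that passed unadjusted between naive mice of both genotypes, of which 11 passed after adjustment. In mice labelled Act1 KO 707 genes passed unadjusted between Th17 recipients and naive mice and 0 after adjustment. The smallest exact p that 5 mice against 5 allow is 0.00794, two-sided.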

The *t*-test was used to assess significance, and *P*<0.05 was deemed significant. The data for the normalized GeneChip analysis are provided in Supplementary Data 1 and the raw data are deposited in the Gene Expression Omnibus.

### Induction and assessment of EAE

Recipient mice were injected with 3.0 × 10^7^ MOG_35–55_-reactive Th1 or Th17 cells at 4 h after 500-Rad sublethal irradiation. To prepare MOG_35–55_-reactive T cells, donor mice were immunized with MOG_35−55_ subcutaneously; draining lymph node cells and splenocytes were prepared from donor mice at 10 days after immunization. The cells were cultured for 5 days with MOG_35–55_ at a concentration of 25 μg ml^−1^ under either Th1-polarizing conditions (20 ng ml^−1^) rmIL-12, R&D; 2 μg ml^−1^ αIL-23p19, eBioscience) or Th17-polarizing conditions (20 ng ml^−1^ rmIL-23, R&D). Scoring of EAE symptoms was performed in a double-blinded manner. Power analysis was performed to determine the sample size before the experiment. With an average coefficient of variance of 25%, we determined that *n*=5 was needed to obtain 90% power for the detection of a 30% difference between the groups. The mice were weighed and assigned scores daily for neurological signs according to the following scale: 0, no disease; 1, decreased tail tone or slightly clumsy gait; 2, tail atony and/or moderately clumsy gait and/or poor slighting ability; 3, limb weakness; 4, limb paralysis; 5, moribund state or death. The control and experimental groups were blinded to the investigators who recorded the clinical score, flow analysis, histology and Luxol fast blue (LFB) staining.

### Isolation and analysis of CNS inflammatory cells

Brains were homogenized in ice-cold tissue grinders and filtered through a 70-μm cell strainer, and the cells were collected by centrifugation at 400*g* for 5 min at 4 °C. The cells were re-suspended in 10 ml of 30% Percoll (Amersham Bioscience) and centrifuged onto a 70% Percoll cushion in 15-ml tubes at 800*g* for 30 min. The cells in the 30–70% interface were collected and subjected to flow cytometry. The gross cell population was first gated based on the forward and side scatter for viable, single cell events. Fluorescence-conjugated monoclonal antibodies against CD4 (clone GK1.5), CD8 (clone 53-6.7), CD45 (clone 30-F11), Ly6G (clone 1A8), CD19 (clone 1D3) and iso-type controls were purchased from BD Biosciences. F4/80 (clone Cl:A3-1) was obtained from Serotech. The antibodies were diluted 1:200–1:400 for use.

### Histological analysis

All sections used herein were 5-μm thick. For paraffin-embedded tissue, spinal cords collected from phosphate-buffered saline-perfused mice were fixed in 10% formalin and then dehydrated with 70% alcohol. The sections were stained with either haematoxylin and eosin (H&E) or LFB to evaluate inflammation and demyelination, respectively. For cytohistochemical staining, the cells were fixed in 2% PFA for 10 min. The cells were further permeabilized with 0.1% Triton X-100 for 10 min and then incubated with primary antibody followed by fluorescence-conjugated secondary antibodies for microscopic analysis. NG2 antibodies were provided by W.B. Stallcup (Burnham Institute for Medical Research). Histological quantification was performed in a double-blinded manner.

### Peptide

Scramble and IL-17RA decoy peptides were synthesized as described^38^. The scramble peptide sequence is ‘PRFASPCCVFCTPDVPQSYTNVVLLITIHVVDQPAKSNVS', and the decoy peptide sequence is ‘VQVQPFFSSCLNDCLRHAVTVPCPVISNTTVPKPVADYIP'.

### Osmotic pump implantation

Control or IL-17RA decoy peptide was dissolved in sterile artificial cerebrospinal fluid (CSF). Micro-osmotic pumps (Alzet) were filled with dissolved peptides and placed in the bottom of a 200-ml glass beaker that was half filled with sterile 0.9% NaCl in a humidified 37 °C incubator overnight for activation. Mice were anaesthetized with a ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^) cocktail. Anaesthetized mice were placed in a stereotactic device with a three-axis chronic micromanipulator. The injection coordinates were 1 mm lateral, 0.3 mm posterior and 2 mm deep to the bregma. The overlying skin was cut to form a 0.7 cm incision in the head and a 0.5 cm incision in the back of the mouse right below the neck. The cranium was opened using a compact drill followed by insertion of the infusion cannula (2 mm in depth). Osmotic pumps were implanted in the back of the mice. A pocket was made to connect the infusion pump so that the incision site was not directly over the pump. Implanted mice were housed in separate cages to avoid fighting. Three days after pump implantation, Th17 cells were adoptively transferred into the mice by intraperitoneal injection.

### Statistics

For comparison between two groups, normality was not assessed for the statistical analysis. Non-parametric statistics were applied to compare differences between two groups. The Mann–Whitney *U*-test was used to derive all *P* values. The clinical scores in the EAE experiment were analysed with two-way ANOVA for multiple comparisons. The sample size for the EAE experiment was estimated by power analysis assuming a normal distribution of the data. No randomization was performed. *P*<0.05 was considered significant. The results are presented as the mean, and the error bars represent the s.e.m. technical or biological replicates as indicated in the figure legend.

### Data availability

All data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding authors on reasonable request. The GeneChip microarray data described in the study have been deposited in the Gene Expression Omnibus under accession code GSE97035.

## Additional information

**How to cite this article:** Wang, C. *et al*. IL-17 induced NOTCH1 activation in oligodendrocyte progenitor cells enhances proliferation and inflammatory gene expression. *Nat. Commun.* **8**, 15508 doi: 10.1038/ncomms15508 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables.

Supplementary Data 1 Microarray analysis of the gene expression in spinal cords of Th1- and Th17- induced EAE mice.

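In wild-type spinal cords, transfer of Th17 cells changed 7436 genes against naive mice, 3069 higher and 4367 lower, and transfer of Th1 cells 6969 genes, 2854 higher and 4115 lower (limma, 5 mice per group). With the plate row as a block these counts were 7745 and 6964, and with the row as a linear term 7869 and 7443. With each array centred on ribosomal protein genes they were 14919 (1691 higher, 13228 lower) and 15344 (1443 higher, 13901 lower). Lcn2, the iron-scavenging lipocalin of neutrophils and reactive astrocytes, rose at least 502-fold in Th17 recipients. Iigp1, an IFN-γ-induced GTPase, rose at least 282-fold. In Th1 recipients Chil3, a chitinase-like protein of macrophages, rose at least 407-fold and H2-Ab1, an MHC class II chain, at least 311-fold. These naive levels lay below the array medians, so each bound holds for the probe set used. Other probe sets gave smaller log2 differences between Th17 recipients and naive mice. They stood at 7.06 for Iigp1 (against 8.14) and at 6.29 and 4.54 for H2-Ab1 (against 7.21). At least 2-fold higher in both kinds of recipient were 1072 genes.
IFN-γ-induced genes rose in 23 of 24 cases in Th17 recipients (median log2 difference 5.50, camera adjusted p = 1.07e-31) and in 22 of 24 in Th1 recipients (23 over the list alone, median 5.51), with the chemokine Cxcl9 at 6.82 and 7.14. Monocyte and macrophage markers rose in 17 of 18 cases in both, with a median of 5.03 and 4.35, and the member that did not pass in Th17 recipients was Cd163 (−0.09). Complement genes rose in 11 of 11 cases in both (medians 3.33 and 3.66), with factor B, Cfb, at 6.63 and 7.18. All 14 T cell markers rose (medians 2.02 and 1.79), with the receptor chain Cd3d at 4.16 and 4.13. IL-17 target genes rose in 17 of 20 cases in Th17 recipients (median 3.44) and in 13 in Th1 recipients (median 1.06). With each array centred on ribosomal protein genes, 15 were higher and 3 lower in Th17 recipients (median 3.02). In Th1 recipients 10 were then higher and 5 lower (median 0.57). Neutrophil markers rose in 12 of 17 and in 10 cases (medians 2.94 and 0.67), including the formyl peptide receptor Fpr2 at 6.24 and 6.30. With ribosomal centring 10 neutrophil markers were higher and 4 lower in Th17 recipients (median 2.52). In Th1 recipients 7 were then higher and 7 lower (median 0.18). The 15 cell cycle genes rose in both, such as the kinase Cdk1 (2.98 in Th17 recipients), and the 13 pan-reactive astrocyte genes did too, with medians of 4.02 and 3.04.
All 15 neuron markers were lower in both kinds of recipient (medians −0.77 and −0.66), for instance Nefh, the heavy neurofilament chain, at −0.89 in Th17 recipients. Neurotransmitter and ion channel genes were lower in 17 of 20 cases in both (18 over the list alone), such as the AMPA receptor gene Gria4 at −1.12. OPC markers were lower in 9 of 12 cases in both (medians −0.65 and −0.62), with the proteoglycan Bcan at −2.81 and −1.79 and Gpr17, a receptor of committed precursors, at −1.50 and −2.14, whereas Vcan was higher in Th17 recipients (0.70). With ribosomal centring 0 of the 12 were higher and 11 lower in Th17 recipients, so the call of Vcan was lost. The list's camera adjusted p for Th17 recipients was 0.00722, and the adjusted p was 0.0818 with an estimated correlation. Mature oligodendrocyte genes were lower in 12 of 15 cases in both (13 over the list alone in Th17 recipients, medians −0.70 and −0.74). Opalin stood at −1.82 and −2.04 and Fa2h, the fatty acid hydroxylase of myelin lipids, at −1.33 and −1.58, and transferrin, Trf, was higher in Th17 recipients (0.49). With ribosomal centring 0 of these 15 genes were higher and 13 lower in Th17 recipients. Their camera adjusted p for Th17 recipients was 5.77e-05, and the adjusted p was 0.0583 with an estimated correlation. All 16 cholesterol synthesis genes were lower in both (medians −1.02 and −1.48), with lanosterol synthase, Lss, at −1.90 and −2.21 (camera adjusted p = 5.40e-07 in Th17 recipients, adjusted p = 0.103 with an estimated correlation). Counts adjusted over the list alone were otherwise equal. Muscle and blood markers passed in 0 of 8 cases in limma in either comparison, with 0 at an unadjusted p under 0.05 and 0 by the other tests. With ribosomal centring 7 of the 8 were lower in both (medians −0.47 and −0.55). That centring moved the median of all genes by −0.42 and −0.49. Across the 17097 genes, which are not independent replicates, the differences of Th17 and Th1 recipients from the same naive mice correlated at r = 0.972, and unchanged groups simulated against shared naive mice gave 0.499. With the naive mice split between the comparisons, r was 0.958 on average over 10 splits. The covariance was 0.743, against 0.00694 in the simulation. Both kinds of recipient shared 2571 higher calls, where independent lists would share 512.3, and 3665 lower calls, where they would share 1051. Because the naive mice are the same in both comparisons, independent lists are not what unchanged groups would give. These shared counts therefore decide nothing by themselves.

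**Figure D4:**
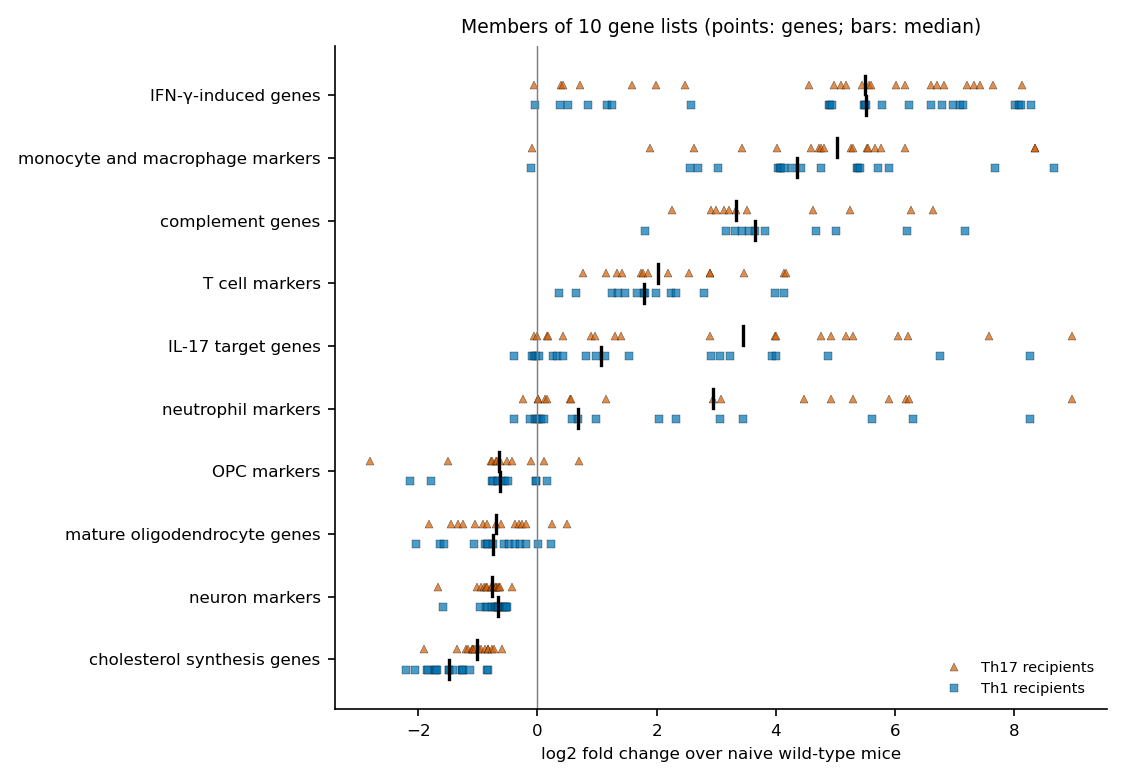
Log2 difference from naive wild-type mice of each member of 10 gene lists, in Th17 recipients and in Th1 recipients (5 mice per group). Each point is 1 gene and the bars mark list medians, which for IFN-γ-induced genes are 5.50 and 5.51 and for IL-17 target genes 3.44 and 1.06.

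Supplementary Data 1 holds linear expression values of the spinal cord arrays. The copy used here holds the first 890 data rows, with 44156 left out, and has a column for 21 of the 24 arrays. In all 21 the values lay within 1% of 2 raised to the deposited log2 value, with a largest difference of 0.0350%. Its 25 brain columns were not analysed here, and no gene count or list was taken from it.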

## Figures and Tables

**Figure 1:**
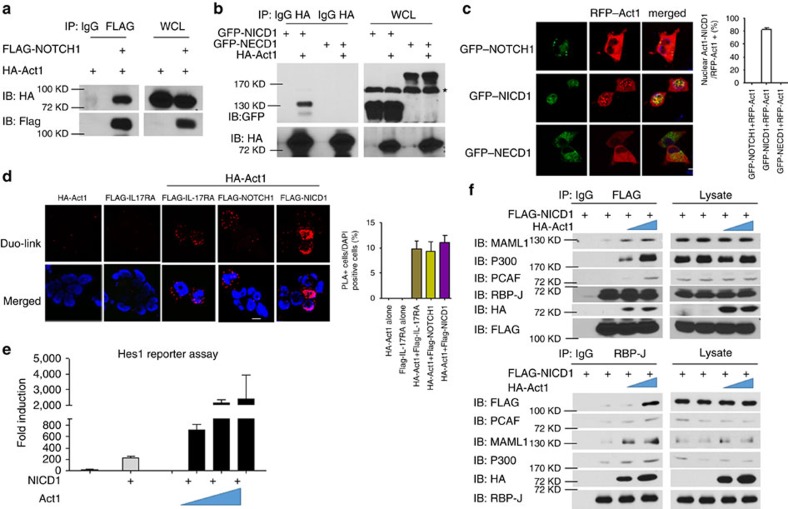
Act1 directly interact with NOTCH1 through NICD1. (**a**) HEK293 cells were transfected with HA–Act1 alone or in combination with FLAG-NOTCH1. Cell lysates were immunoprecipitated with anti-FLAG antibody, followed by immunoblot analysis for indicated proteins. (**b**) HEK293 cells were transfected with GFP–NICD1, GFP–NECD1 and HA–Act1 alone or in combination as indicated. Cell lysates were immunoprecipitated with anti-HA antibody, followed by immunoblot analysis for the indicated proteins. Asterisk indicates non-specific band. (**c**) HeLa cells were transfected with GFP–NOTCH1, GFP–NICD1, GFP–NECD1 and RFP–Act1 as indicated. Images were acquired using confocal microscopy under a × 60 objective; scale bar, 20 μm. Frequencies of cells showing Act1–NICD co-localization in the nuclei in the total RFP-positive cells are shown in bar graphs. (**d**) HeLa cells were transfected with HA–Act1 alone or in combination with indicated plasmids. *In situ* PLA was performed by using rabbit anti-FLAG and mouse anti-HA antibodies followed by proximity ligation (see Methods section) and DAPI staining. Red: PLA signal indicating protein–protein interaction; blue: nuclei. Images were acquired using confocal microscopy under a × 60 objective; scale bar, 20 μm. Frequencies of PLA-positive cells are shown in bar graphs. (**e**) HeLa cells were transfected with Hes1-luciferase reporter (100 ng) alone or with indicated combinations of human NICD cDNA (200 ng) and increasing amounts of human Act1 cDNA (0, 100, 200 and 500 ng). Data are plotted as fold induction of luciferase activity from cells with indicated transfection over that of the Hes1-luciferase transfection alone. (**f**) HEK293 cells were transfected with FLAG–NICD1 (3 μg) with increasing amounts of HA–Act1 (3 and 6 μg). Cell lysates were immunoprecipitated with anti-FLAG (upper panel) or anti-RBP-J antibody (lower panel), followed by immunoblot analysis for the indicated antibodies. IgG, immunoglobulin G; IB, immunoblotting; IP, immunoprecipitation; WCL, whole-cell lysates. Arrow indicates the band for FLAG–NICD1. *P<0.05 based on Mann–Whitney *U*-test. All error bars represent s.e.m. of technical replicates. Data are representative of three independent experiments.

**Figure 2:**
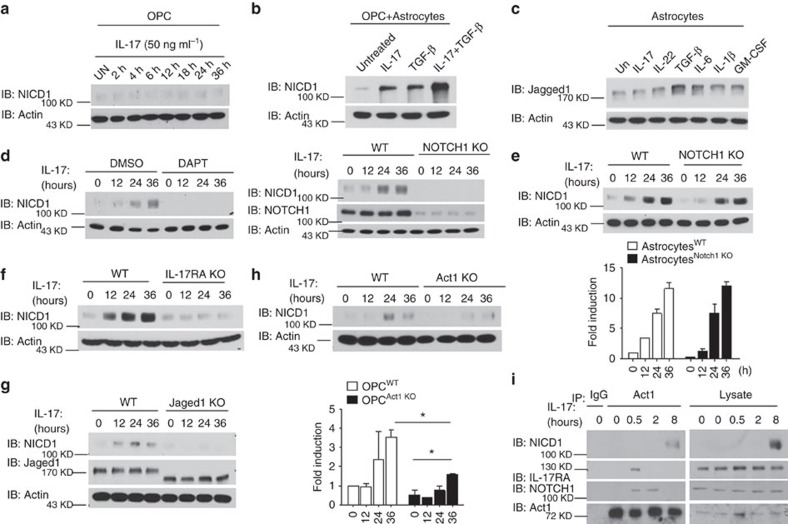
IL-17 activates NOTCH pathway in OPCs co-cultured with astrocytes. (**a**) OPCs were stimulated with IL-17 (50 ng ml^−1^) for indicated time, followed by immunoblot analysis for indicated proteins. (**b**) OPC-astrocyte co-cultures were treated with IL-17 (50 ng ml^−1^), TGF-β (10 ng ml^−1^) or IL-17+TGF-β for 24 h, followed by immunoblot analysis for indicated proteins. (**c**) Astrocytes were left untreated or treated with IL-17 (50 ng ml^−1^), IL-22 (10 ng ml^−1^), TGF-β (10 ng ml^−1^), IL-6 (10 ng ml^−1^), IL−1β (1 ug ml^−1^) and GM-CSF (10 ng ml^−1^) for 24 h, followed by immunoblot analysis for Jagged1 and Actin. (**d**) OPC-astrocyte co-cultures were pretreated with dimethylsulfoxide (DMSO) or DAPT (10 μM) for 6 h. Pretreated cells were stimulated with IL-17 (50 ng ml^−1^) for the indicated times, followed by immunoblot analysis (left panel). Co-cultured wild-type or NOTCH1 knockout (KO) OPCs were stimulated with IL-17 (50 ng ml^−1^) for the indicated time, followed by immunoblot analysis (right panel). (**e**) OPCs co-cultured with wild-type or NOTCH1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for the indicated time, followed by immunoblot analysis. Densitometric quantification of western blots from two independent experiments is shown as fold induction of NICD1 in IL-17-treated cells over untreated cells. (**f**) Co-cultured wild-type or IL-17RA KO OPCs were stimulated with IL-17 (50 ng ml^−1^) for the indicated times, followed by immunoblot analysis for indicated proteins. (**g**) OPCs co-cultured with wild-type or Jagged1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for the indicated time, followed by immunoblotting analysis. Densitometric quantification is performed as described for **e**. (**h**) Co-cultured wild-type or Act1 KO OPCs were stimulated with IL-17 (50 ng ml^−1^) for the indicated times, followed by immunoblot analysis for indicated proteins. Densitometric quantification of western blots from two independent experiments is shown as fold induction of NICD1 in IL-17-treated cells over untreated cells. (**i**) OPCs co-cultured with Act1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for indicated time. Cell lysates were immunoprecipitated with anti-Act1 antibody, followed by immunoblot analysis. All error bars represent s.e.m. of technical replicates *P<0.05 based on Mann–Whitney *U*-test. Data are representative of three independent experiments.

**Figure 3:**
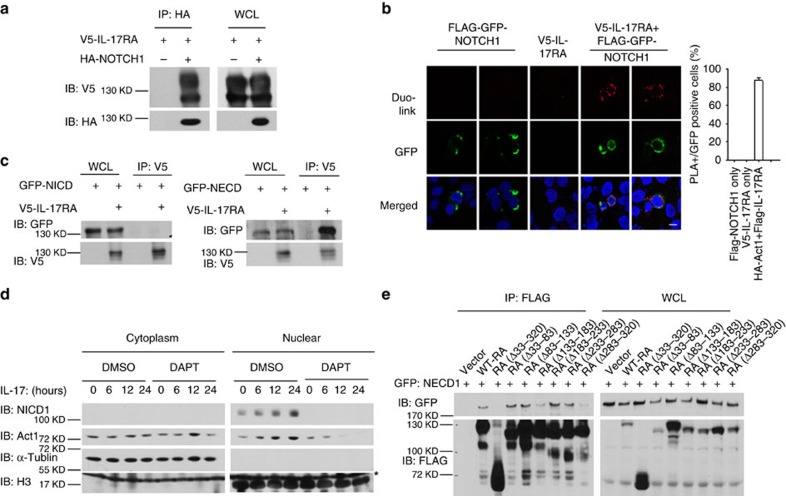
IL-17 activate NOTCH pathway through direct interaction between NOTCH1 and IL-17R. (**a**) HEK293 cells were transfected with V5-IL-17RA alone or in combination with HA–NOTCH1. Cell lysates were immunoprecipitated with anti-HA antibody, followed by immunoblot analysis for indicated proteins. (**b**) HeLa cells were transfected with FLAG–GFP–NOTCH1 and V5-IL-17RA alone or in combination as indicated. *In situ* PLA were performed using rabbit anti-FLAG and mouse anti-V5 antibodies, followed by *in situ* proximity ligation and DAPI staining. Green: GFP (NOTCH1); red: PLA signal; blue: nuclei. Images were acquired using confocal microscopy under a × 60 objective; scale bar, 20 μm. Frequencies of PLA-positive cells in GFP-positive cells are shown in bar graph. (**c**) HEK293 cells were transfected with GFP–NICD1 (left panel) or NECD1 (right panel) with or without V5-IL-17RA. Cell lysates were immunoprecipitated with anti-V5 antibody, followed by immunoblot analysis for indicated proteins. (**d**) OPCs co-cultured with IL-17RA KO astrocytes were pretreated with DMSO or DAPT (10 μM) for 6 h. Pretreated cells were then stimulated with IL-17 (50 ng ml^−1^) for indicated times, followed by cytoplasm-nucleus fractionation. Cell fractionations were analysed by immunoblot for indicated proteins. Arrow indicates H3 bands and asterisk indicates non-specific band. (**e**) HEK293 cells were transfected with GFP–NECD1 in combination with vector or FLAG-tagged IL-17RA deletion mutants as indicated. Cell lysates were immunoprecipitated with anti-FLAG antibody, followed by immunoblot analysis for indicated proteins. IB, immunoblotting; IP, immunoprecipitation; WCL, whole-cell lysates. Error bars represent s.e.m. of technical replicates *P<0.05 based on Mann–Whitney *U*-test. Data are representative of three independent experiments.

**Figure 4:**
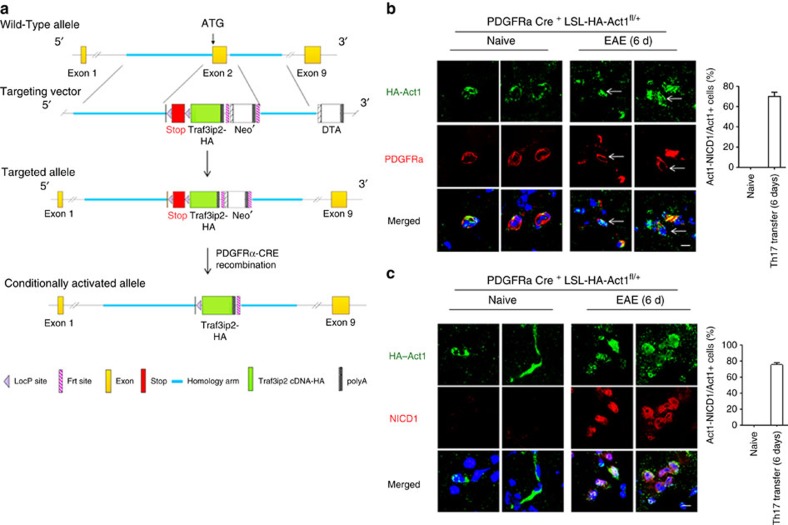
Th17 adoptive transfer induces NOTCH1 pathway activation and NICD1–Act1 translocation to the nucleus of OPCs *in vivo*. (**a**) Design and generation of the LSL–HA–Act1 knock-in mice. See the experimental procedure for the details. (**b**,**c**) *PDGFRα-CRE*^*+*^ *LSL–HA–Act1* mice were left untreated (naive) or transferred with MOG-reactive Th17 cells to induce EAE. Mice were killed 6 days later. Frozen sections of brain tissue from experimental mice were stained to visualize HA–Act1, PDGFRα (**b**) or NICD (**c**). Images were acquired using confocal microscopy under a × 60 objective. Scale bar, 10 μm. Frequencies of cells showing Act1–NICD co-localization in Act1-positive cells are shown in bar graph. Error bar represents s.e.m. of biological replicates (mice). *P<0.05 based on Mann–Whitney *U*-test. Data are representative of three independent experiments.

**Figure 5:**
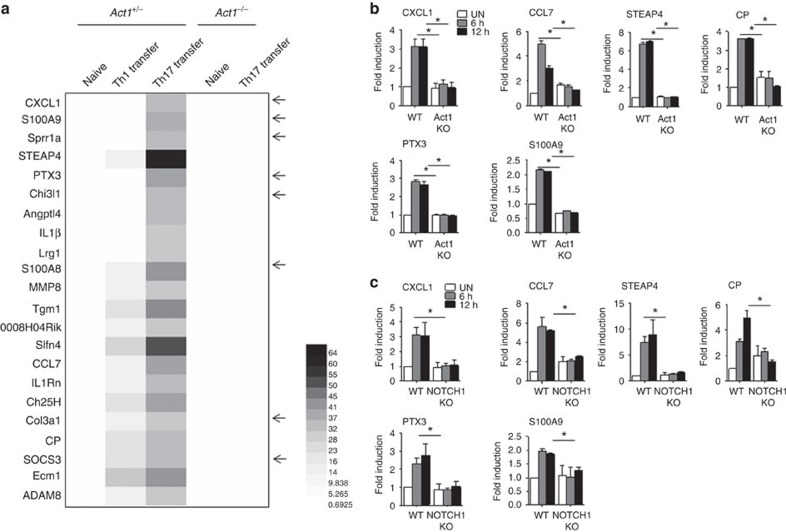
IL-17 induces NOTCH1-dependent genes in co-cultured OPCs. (**a**) Wild-type and Act1 KO mice were left untreated or transferred with Th1 or Th17 cell to induce EAE. At the peak of the disease, mice were killed, and spinal cords were subjected to microarray analysis. Genes specifically induced by Th17 comparing to the spinal cords from naive mice are shown in the heat map (the arrows indicate NOTCH target genes reported in the literature^41^,^42^,^43^). (**b**) Wild-type or Act1 KO OPCs co-cultured with Act1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for indicated time, followed by RT–PCR analysis for indicated genes. (**c**) Wild-type or NOTCH1 KO OPCs co-cultured with Act1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for indicated time, followed by RT–PCR analysis for indicated genes. *P<0.05 based on Mann–Whitney *U*-test. All error bars represent s.e.m. of technical replicates. Data are representative of three independent experiments.

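None of the 21 genes named in Fig. 5a was called in mice labelled Act1 KO. Between their 4 Th17 recipients and 5 naive mice, log2 differences ran from −0.51 for S100a9 to 0.25 for Adam8, a metalloproteinase of leukocytes, with a median of 0.02. By limma 0 of 21 passed (adjusted p from 0.915 to 0.998), with 0 at an unadjusted p under 0.05. By the methods' t-test and by the exact Mann-Whitney test 1 passed unadjusted and 0 after adjustment. After adjustment the Mann-Whitney test could pass no gene in this comparison, so its 0 adds nothing. The highest upper bound of a 95% interval was 0.88, for Adam8. S100a9 had a 95% interval of −1.32 to 0.29, and its values in the 2 groups did not overlap. The response to Th17 cells was larger in wild-type mice for all 21 genes (21 over the list alone), with a median difference of 4.95 and 16.0-fold or more for each. The largest adjusted p of these differences was 2.13e-07. Naive mice of both genotypes differed in 0 of 21 genes in limma, with 0 at an unadjusted p under 0.05 and 0 by the other tests. Those differences ran from −0.12 for Lrg1, a glycoprotein of activated vessels and neutrophils, to 0.22 for S100a8, the partner of S100a9. Il1b, the cytokine interleukin-1β, rose by 4.38 on the log2 scale in wild-type Th17 recipients. Sprr1a, a gene of injured neurons, rose by 4.48. Chil1, a chitinase-like protein of astrocytes and macrophages, rose by 4.59. The study chose the list on these arrays, so its counts are not independent evidence. The paper takes these genes as induced specifically by Th17 cells, marks those that the literature reports as NOTCH targets, and from there tests in OPC and astrocyte co-cultures whether IL-17 induces them through Act1 and NOTCH1 in OPCs.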

**Figure 6:**
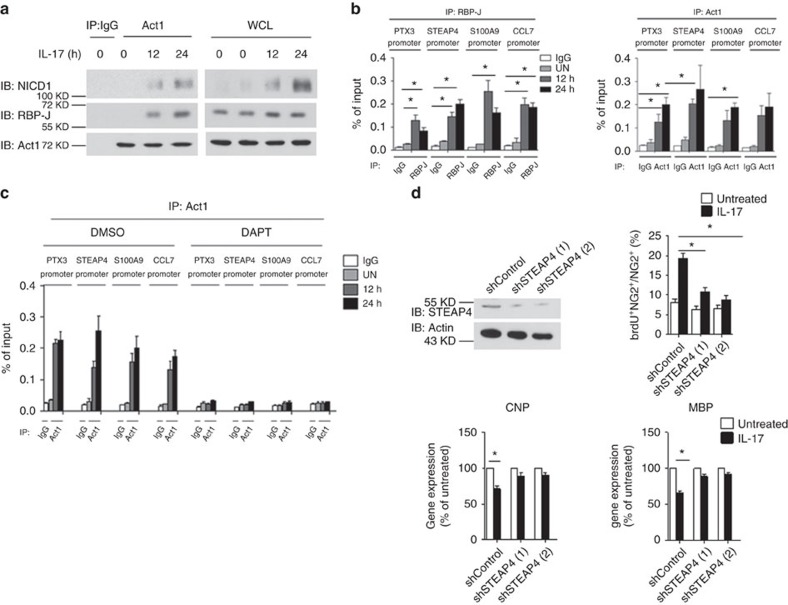
Act1 binds to the promoters of NOTCH1-depdnent genes in response to IL-17 stimulation. (**a**) Wild-type OPCs co-cultured with Act1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for the indicated time. Cell lysates were immunoprecipitated with anti-Act1 antibody, followed by immunoblot. (**b**) Wild-type OPCs co-cultured with Act1 KO astrocytes were stimulated with IL-17 (50 ng ml^−1^) for indicated time. Stimulated cells were subjected to ChIP assay using anti-RBP-J or anti-Act1 antibodies for the enrichment of indicated promoters. (**c**) Wild-type OPCs co-cultured with Act1 KO astrocytes were pretreated with DMSO or DAPT (10 μM) for 6 h. Pretreated cells were stimulated with IL-17 (50 ng ml^−1^) for the indicated time, followed by ChIP assay using RBP-J and Act1 antibodies for indicated promoters. (**d**) NG2^+^ OPCs cells were lentivirally transduced with control shRNA (shControl) or two different shRNAs targeting STEAP4. Efficiency of knockdown was determined by immunoblot analysis. Infected NG2^+^ OPCs cells co-cultured with Act1 KO astrocytes were subjected to BrdU incorporation assay after IL-17 (50 ng ml^−1^) treatment for 24 h. A total of 1,000 NG2^+^ cells were enumerated from 10 different views for BrdU positivity (upper panel). NG2^+^ OPCs cells transduced with control shRNA or shRNA targeting STEAP4 were co-cultured with Act1 KO astrocytes and treated with IL-17 (50 ng ml^−1^) for 24 h. Expressions of CNP and MBP were analysed by RT–PCR (lower panel). IB, immunoblotting; IP, immunoprecipitation; WCL, whole-cell lysates CNP, 2',3'-Cyclic nucleotide 3'-phosphodiesterase; MBP, myelin basic protein. *P<0.05 based on Mann–Whitney *U*-test. All error bars represent s.e.m. of technical replicates. Data are representative of three independent experiments.

**Figure 7:**
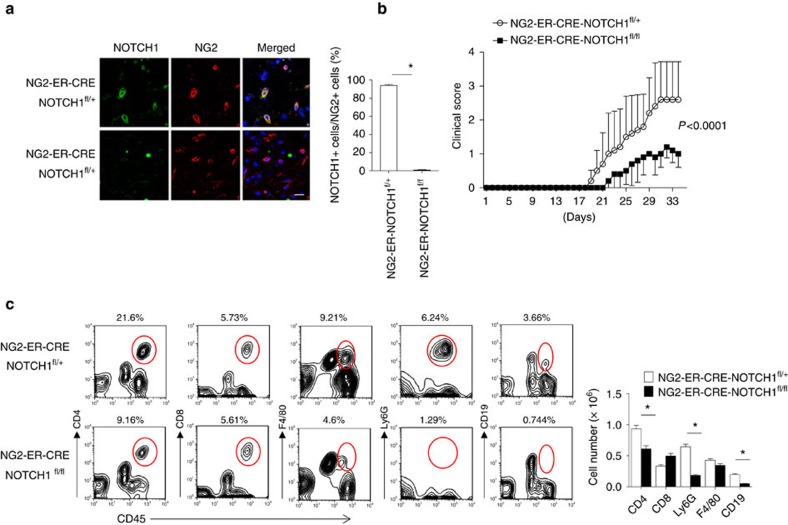
NOTCH1 deficiency in NG2^+>^ OPCs attenuates Th17-induced EAE. (**a**) Transversal sections of lumbar spinal cords from mice of indicated genotypes (*n*=5) were stained with anti-NG2 (red) and anti-NOTCH1 (green) antibodies. Images were then acquired using confocal microscopy under a × 60 objective; scale bar, 20 μm. Frequencies of NOTCH1 NG2^+^ cells were determined to assess deletion efficiency. (**b**) Mice of indicated genotypes were adoptively transferred with MOG-reactive Th17 cells (*n*=5) to induce EAE. Spinal cords were collected at peak of disease. Clinical scores of EAE symptoms in mice described for **a** are graphed over the experimental time course. (*P*<0.0001 based on two-way ANOVA). (**c**) Infiltrating cells in the brains of mice with Th17-induced EAE (*n*=5) were isolated at the peak of the disease, followed by flow cytometry analysis. The numbers of different infiltrating cells were calculated for each mouse. All error bars represent s.e.m. of biological replicates. *P<0.05 based on Mann–Whitney *U*-test. Data are representative of three independent experiments.

**Figure 8:**
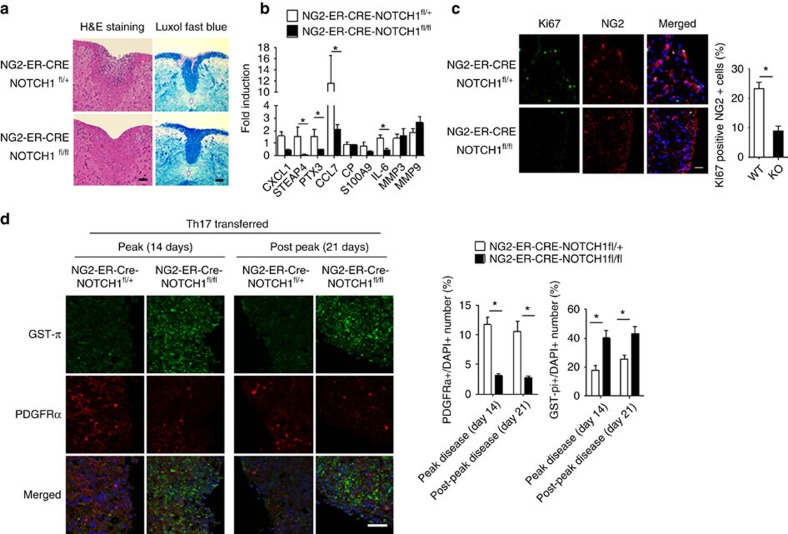
NOTCH1 deficiency in NG2^+^ OPCs reduces cell proliferation and inflammatory gene expression. (**a**) Haematoxylin and LFB staining of transversal sections of lumbar spinal cords from mice with Th17-induced EAE. Scale bars, 50 μm (left panel), 100 μm (right panel). (**b**) RT–PCR analysis of inflammatory gene expression in spinal cords from EAE mice (*n*=5) of indicated genotypes. (**c**) Transversal frozen sections of lumbar spinal cords described for **b** were stained with anti-NG2 (red) and anti-Ki67 (green) antibodies. The number of total NG2^+^ cells and Ki67^+^ NG2^+^ double-positive cells were enumerated from three inconsecutive sections from the same spinal cord. Average percentage of Ki67^+^ NG2^+^ cells were calculated. Means of the percentage of each genotype (*n*=5) are plotted. Images were acquired using confocal microscopy with a × 60 objective; scale bar, 40 μm. (**d**) Spinal cords from indicated mice were collected 14 days or 21 days after the peak of Th17-induced EAE. Transversal sections of lumbar spinal cords were stained with anti-GST-π (green) and anti-PDGFRα (red) antibodies. Frequency of GST-π-positive and PDGFRα-positive cells were determined by manual determination. Error bars represent s.e.m. of biological replicates. *P<0.05 based on Mann–Whitney *U*-test. Data are representative of two independent experiments.

**Figure 9:**
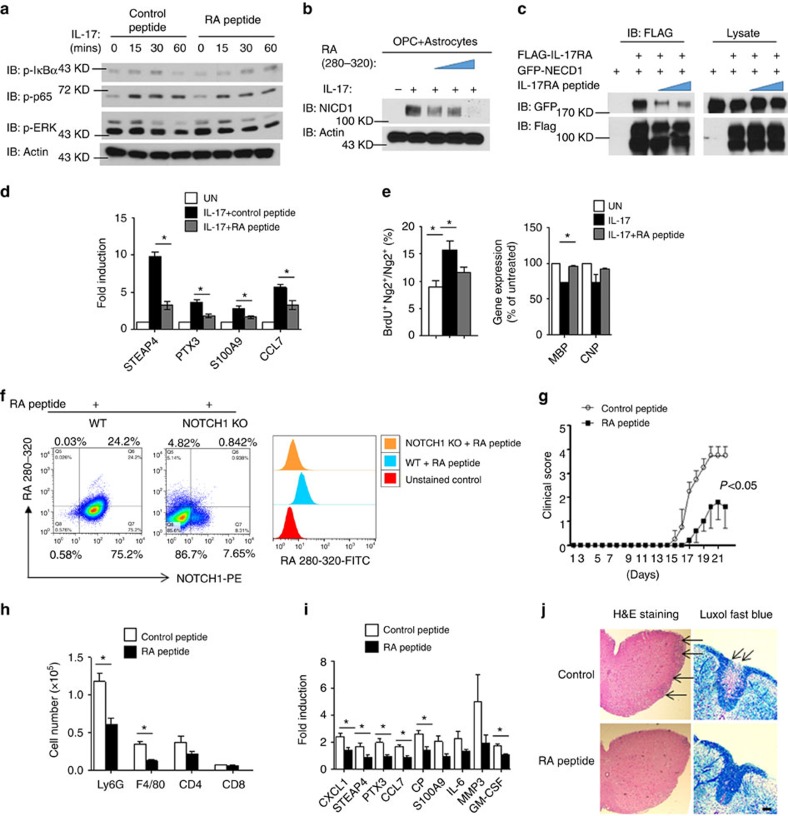
Disrupting IL-17RA–NOTCH1 interaction attenuates Th17-induced EAE. (**a**) Mouse embryonic fibroblasts were pretreated with control peptide or IL-17RA decoy peptide for 2 h (200 μM). Pretreated cells were stimulated with IL-17 (50 ng ml^−1^) for indicated time, followed by immunoblot analysis. (**b**) OPCs co-cultured with Act1 KO astrocytes were stimulated by IL-17 (50 ng ml^−1^) in the presence of different doses of IL-17RA decoy peptide (50,100 and 200 μM), followed by immunoblotting analysis. (**c**) HEK293 cells were transfected with indicated constructs. IL-17RA decoy peptide (100 or 200 μM) was added after transfection. Cell lysates were immunoprecipitated with anti-FLAG antibody, followed by immunoblot analysis. (**d**) OPCs co-cultured with IL-17RA KO astrocytes were pretreated with IL-17RA decoy peptide (200 μM) or left untreated followed by IL-17 stimulation (50 ng ml^−1^). Expressions of indicated genes were analysed by RT–PCR. (**e**) OPCs co-cultured with IL-17RA KO astrocytes were pretreated with RA peptide (200 μM) or left untreated followed by IL-17 (50 ng ml^−1^) stimulation. Treated cells were subjected BrdU incorporation assay. A total of 1,000 NG2^+^ cells were enumerated from 10 different views for BrdU positivity (left panel). Cells receiving the same treatment were analysed for MBP and CNP expression (right panel). (**f**) Wild-type OPCs and NOTCH1 KO OPCs were incubated for FITC-labelled IL-17RA decoy peptide (200 μM) followed by staining with fluorophore (PE)-labelled anti-NOTCH1 antibody. Cells were analysed by flow cytometry for FITC and PE signal. (**g**) Clinical scores of EAE symptoms of mice receiving indicated treatment (*P*<0.001, two-way ANOVA). (**h**) Infiltrating cells from the brain of EAE mice (*n*=5) receiving indicated treatment were analysed by flow cytometry. (**i**) RT–PCR analysis of inflammatory gene expression in spinal cords of mice receiving indicated treatment (*n*=5). (**j**) H&E and LFB staining of sections of spinal cords from mice receiving indicated treatment. Arrow in the H&E staining indicates infiltrated area, and arrow in the LFB staining indicates demyelination area. Scale bar, 100 μm. IB, immunoblotting; IP, immunoprecipitation; WCL, whole-cell lysates. All error bars represent s.e.m. of biological replicates. *P<0.05 based on Mann–Whitney *U*-test. Data are representative of two independent experiments.

**Figure 10:**
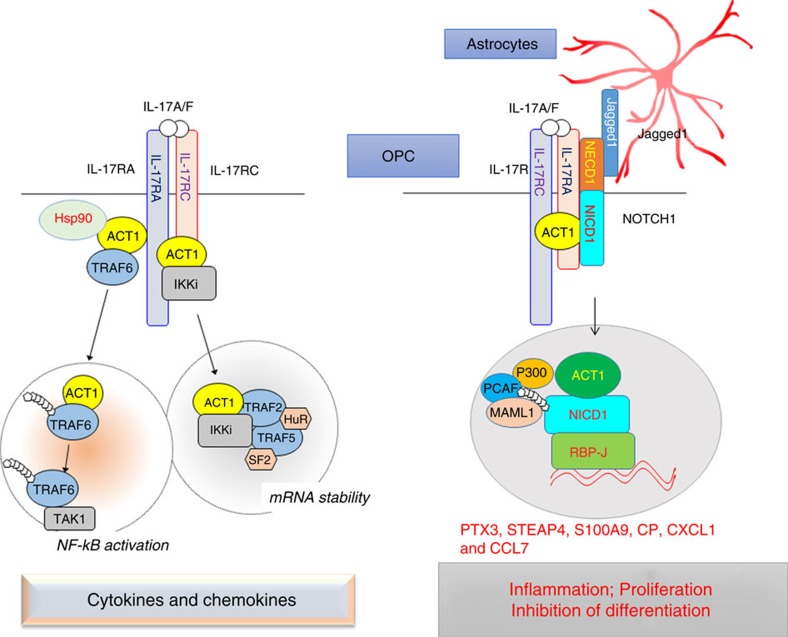
Model of IL-17–NOTCH pathway. Left panel: canonical IL-17 signalling. IL-17 signals through a heterodimeric receptor complex composed of IL-17RA and IL-17RC. On IL-17 stimulation, Act1 is recruited to IL-17R and subsequently engages TRAF6 and Hsp90 to activate NF-κB pathway. In addition, IL-17 stimulation also promotes the formation of Act1–IKKi complex, which in turn engages TRAF2 and TRAF5 to activate the mRNA stabilization pathway. Canonical IL-17 signalling results in transcription of pro-inflammatory and neutrophil-mobilizing cytokines and chemokines; Right panel: IL-17–NOTCH pathway. In the OPC-astrocyte co-culture system, IL-17 stimulation induces NOTCH1 activation in the OPCs, resulting in inflammatory gene expression accompanied by enhanced cell proliferation and impaired maturation. IL-17 receptor A (IL-17RA) can directly interact with the NOTCH receptor NOTCH1, leading to the cleavage of the NICD. Furthermore, Act1, the adaptor protein for IL-17 signalling, forms a complex with NICD in response to IL-17 stimulation. The Act1–NICD complex translocates into the nucleus where Act1–NICD and transcription factor RBP-J are recruited to the promoters of NOTCH target genes important for inflammation and cell proliferation.

How the deposited data were processed for this re-analysis (not part of the article)

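Gene expression was measured in 24 spinal cords on Affymetrix mouse GeneChips of the 3′ IVT type, with 1 array per mouse. Groups were taken from the sample labels and the paper: naive wild-type mice, wild-type Th1 recipients, wild-type Th17 recipients and naive Act1 KO mice with 5 arrays each, and Act1 KO Th17 recipients with 4. The labels and the methods describe separate mice, so p-values measure the spread between mice.

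The authors deposited 1 value table of log2 expression values for 45118 probe sets, made by RMA, which corrects the background, normalizes the arrays to a common distribution and summarises the probes of a set. They name neither a version of RMA nor the arrays that were normalized together in the sources used here. Array medians between 3.46 and 3.57 fit an array scale made equal by that step, and a true shift of all genes in 1 group would not be visible in such values. The number of arrays, not a depth, limits the precision. Same-group arrays correlated at 0.986 to 0.997 over all genes and no pair of arrays held identical values (smallest mean absolute difference 0.146), so each array was counted as 1 replicate.

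From these values the following was computed. Probe sets were named through the platform annotation, in which 28898 have 1 gene symbol, 551 have several and 15669 are not listed. Those with several symbols or none were not used, which left 17097 genes, each represented by its probe set with the highest mean over all arrays. Group differences were fitted with limma 3.58.1 in R 4.3.3 by lmFit and eBayes on the log2 values, with all 24 arrays in 1 fit and without a block. Tests were two-sided, adjusted by Benjamini-Hochberg over all genes, with calls at an adjusted p under 0.05. The comparisons were Th17 recipients and Th1 recipients against naive mice, Th17 against Th1 recipients, Th17 recipients against naive mice labelled Act1 KO, naive mice of both genotypes, and the difference of the Th17 response between genotypes. Th17-biased genes were those called and at least 2-fold higher in Th17 recipients than in naive mice and called higher in Th17 than in Th1 recipients. The 34 gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Adjusted p-values of lists were taken over the 31 that were not read from Fig. 5a. Single genes were also tested by exact permutation of 5 arrays against 5 or of 4 against 5.

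Genes named in the text are of 3 kinds. The first are the genes that the paper names for these arrays. The second are, for each comparison, the 10 genes with the largest increase and the 10 with the largest decrease among called genes whose groups do not overlap. The third are, from each list, up to 4 members with the smallest adjusted p in the comparison described, and members that go against the list's direction. A name outside this rule is said to have been chosen after its values were seen.

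The fit was tested on simulated data drawn from a normal distribution with the naive wild-type mean and the fitted spread of each gene, with 50 genes changed at each of 4 sizes. Alternatives covered the rule for several probe sets, the types of probe sets, a filter on dim genes, 3 scalings of the arrays, the variance model, array weights, the groups in the fit, blocks by replicate number and plate column, each array left out, the methods' t-test, the exact Mann-Whitney test that the paper's statistics section names, and a 2-fold threshold. Fits with the plate row, and without Th1 recipients 4 and 5, were added after seeing the data. For each comparison, 100 splits of the arrays, the real one included, were drawn with the seed 20170531. Chromosome neighbours were taken from the gene order of GRCm38.p6, and no coordinates were used. For the block by plate row, rows were also shuffled 100 times among the arrays of each group. Supplementary Data 1 was used only to check the scale of the values, and its brain columns were not analysed here. The list of the genes in Fig. 5a was read from the names printed in the figure.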

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

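Chosen only after the result was seen were the tests of the spread of the Act1 KO arrays, of missing transferred cells, of a weaker Th1 response (by count and by share), of neutrophils, of plate rows as the source of fold sizes, of a linear trend along the rows, of shuffled rows and of neighbours among genes that differ between Th17 and Th1 recipients, and the fits with the plate row and without Th1 recipients 4 and 5; the test of a gradient was set after the second principal component had been seen to follow the row.

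In 3 of 120 groups of values for 24 named measures, 1 array stood far from the rest of its group, where chance gives about 6. Sprr1a was 6.386 on the log2 scale in Th17 wild-type replicate 5, below 7.632 in the next array. S100a8 was 2.813 in Th17 Act1 KO replicate 2, below 3.097. Socs3 was 7.895 in Th17 wild-type replicate 5, above 7.585.

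The response to Th17 cells differed between wild-type mice and mice labelled Act1 KO for 5479 genes. The Th1-biased genes, which the paper does not discuss, numbered 71, at least 2-fold higher in Th1 recipients than in naive mice and higher than in Th17 recipients. All 16 cholesterol synthesis genes were lower in Th17 recipients than in naive mice. As a list they passed camera at the preset correlation (adjusted p = 5.40e-07) but not at an estimated correlation (adjusted p = 0.103).

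Other splits of the same arrays were drawn 100 times per comparison, the real split included. Chance can be excluded for Th17 recipients against naive mice (7436 genes, 1 split as large, the real one, highest other 3381), Th1 recipients against naive mice (6969, 1 split, 3124), Th17 against Th1 recipients (513, 1 split, 98), Th17-biased genes (197, 1 split, 74 in either direction) and the difference in response (5479, 1 split, 3813). For naive mice of both genotypes 2 splits, the real one included, were as large as the real 100 genes, so this count alone does not exclude chance. The highest other split gave 193 genes. That split set 4 of 5 arrays from plate rows E to H against 4 of 5 from rows A to D, and for the real split the fit gave 35 genes with the plate row as a block and 112 with the row as a linear term. For Th17 recipients against naive mice labelled Act1 KO all 100 splits gave as many genes as the real 0, and 27 gave more. The highest, 945 genes, set 4 arrays from rows E to H against 5 of which 3 came from rows A to D, which points to a structure of the arrays by row, and the real split gave 0 with the row as a block and 3 with the row as a linear term.

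No gene was called in limma between Th17 recipients and naive mice labelled Act1 KO, with 1070 at an unadjusted p under 0.05 and 0 by the adjusted methods' t-test. The adjusted Mann-Whitney test could pass no gene in this comparison, so it adds nothing. A spread of these arrays that hides changes of the wild-type size is argued against by the 1251 genes at least 2-fold higher in wild-type Th17 recipients, whose median log2 difference was 0.0121 in mice labelled Act1 KO (quartiles −0.0739 and 0.108) and 2.07 in wild-type mice. Wild-type mice under the Th17 Act1 KO label are argued against by the 84% of 25 genotype genes of naive mice that kept their direction between the Th17 recipients of both genotypes. Mice without transferred cells under that label stay open, since the rotation test fry of limma over T cell markers and p53 target genes gave a lowest adjusted p = 0.830 (0.348 unadjusted), for the p53 target genes, with 4 against 5 mice, and such mice cannot be told apart from recipients without a response. A response that needs Act1, which the design names, is a hypothesis that also stays open; the authors' other measures, reduced disease after deletion of Act1 in OPCs in earlier work and no induction of these genes by IL-17 in co-cultures with Act1 KO OPCs, run the way the label says, which does not settle it.

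Genes higher in Th17 than in Th1 recipients, among them the Fig. 5a genes, may have several sources. A response of the Th1 recipients weaker by the same share for all induced genes is argued against as the whole cause. The 197 Th17-biased genes lacked a median of 37.1% of the Th17 response in Th1 recipients. That share would put IFN-γ-induced genes 2.04 higher in Th17 recipients, where their median difference was −0.0813 (90th percentile 0.352). Without Th1 recipients 4 and 5 these 2 values were −0.129 and 0.262. The paper counts IFN-γ among the products of Th1 cells, so this list is not neutral and cannot decide the question alone. T cell markers (median difference 0.40) and monocyte and macrophage markers (0.34) ran the way of a weaker response, complement genes (−0.195) the other way. The 197 genes were chosen for being higher in Th17 recipients. Over all 1251 genes at least 2-fold higher in Th17 recipients than in naive mice, the median share was 5.92%. It was 1.36% without Th1 recipients 4 and 5. The same share for all genes would put this median near 37.1%. A weakening by a share as small as 5.92% was not tested. The 71 Th1-biased genes alone, where other splits reached 74, do not decide the question. More neutrophils in the Th17 recipients stay open. Of 13 neutrophil markers outside Fig. 5a (median 0.53), 5 were higher, Il1r2, Lcn2, Cxcr2, Camp and Clec4d, and spinal cord astrocytes can express Lcn2. Mpo, Elane and Ltf were not called. They stood at 2.76, 2.79 and 3.09 in Th17 recipients, below the array medians, and so do not bear on the question. Csf3r, at 6.88 in Th17 recipients, was 0.62 higher than in Th1 recipients and was not called (limma adjusted p = 0.0665). Separate handling of the Th1 arrays cannot be told apart from the group by plate column, which Th1 arrays share with no other group, and among the other 19 arrays 0 genes differed between columns in limma (466 at an unadjusted p under 0.05). A direct action of IL-17 on spinal cord cells is a hypothesis that these arrays do not separate from the others.

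Between naive mice of both genotypes 100 genes differed. Sequence of another mouse strain kept in the Act1 KO line is a candidate explanation, since 42 of the 99 called genes placed on GRCm38.p6 lay within 10 genes of another called gene, where 10000 random draws gave a median of 10 and at most 30, and as many draws from genes that differ between Th17 and Th1 recipients, both labelled wild type, gave a median of 14 and at most 33 (27 for their top genes). That 1 naive array stands apart is argued against, since no array left out gave fewer than 78 genes. A gradient along the plate rows is argued against, since with the row as a linear term 112 genes were called and 91 of the 100 were among them, and the fall to 35 with the row as a block (27 of the 100 among them), which the explanation had predicted, was no larger than with rows shuffled within groups (medians of 29 genes and 27 of the 100 over 100 shuffles); only 1 row holds both naive genotypes, and the 100 genes' median size went from 0.717 (median standard error 0.130, 19 residual degrees of freedom) to 0.697 (0.167, 12 degrees of freedom). An effect of Act1 itself in naive mice was not tested apart from the strain and stays open.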

How the results depend on the processing

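Without Th1 recipients 4 and 5 and with the plate row, the alternatives were chosen after seeing the data; all others were planned. The cause was not tested unless it is named. Leaving out each array in turn gave 6989 to 7650 genes for Th17 recipients against naive mice, 6485 to 7201 for Th1 recipients, 375 to 553 for Th17 against Th1 recipients, 5225 to 5505 for the difference in response, 78 to 107 for naive genotypes, 156 to 228 Th17-biased genes, 21 to 21 Fig. 5a genes and 0.0148 to 0.1233 for Notch2. In mice labelled Act1 KO it gave 0 to 7 (7 without Th17 Act1 KO replicate 2, 4 without Th1 replicate 4).

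With each array centred on ribosomal protein genes, calls rose to 14919 for Th17 recipients, 15344 for Th1 recipients and 11123 for the difference in response, since by construction the centring moved the median of all genes, by −0.37 in the last. The differences between Th17 recipients and naive mice reversed to −0.36 for Notch2, −0.023 for Notch1, −0.19 for Notch4, −0.24 for Jag1 and −0.17 for Hes7. Ndufa12 reversed to 0.056 between naive genotypes without probe sets ending in _x_at or _s_at, where another probe set stands for it.

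In mice labelled Act1 KO, Th17 recipients against naive mice gave 1 gene with the mean of all probe sets, 1 with median centring, 1 with a trended robust variance, 8 with array weights, 3 with the row as a linear term, 707 by the methods' t-test and 521 by the Mann-Whitney test at an unadjusted p under 0.05. Th17 against Th1 recipients gave 282 with only the compared groups, 320 without Th1 recipients 4 and 5, 69 by the adjusted and 1843 by the unadjusted methods' t-test, 0 by the adjusted and 1406 by the unadjusted Mann-Whitney test, and 88 at 2-fold. Naive genotypes gave 11, 1126, 0 and 857 by these tests, 28 at 2-fold and 35 with the row as a block. Th17-biased genes numbered 122 with only the compared groups, 125 without Th1 recipients 4 and 5, 36 and 310 by the methods' t-test, 0 by the adjusted Mann-Whitney test and 63 at 2-fold. Of the Fig. 5a genes 13 passed by the adjusted methods' t-test and 0 by the adjusted Mann-Whitney test, where 5 arrays against 5 limit the p. With only the compared groups Il1rn and Adam8 lost their call between Th17 and Th1 recipients. At 2-fold, which is stricter by construction, 1648, 1400 and 1703 genes passed for Th17 recipients, Th1 recipients and the difference in response. The shared response had r = 0.958 with the naive arrays split.

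Arrays with the same replicate number shared only a number (median correlation 0.041 over 46 pairs, from −0.290 to 0.437; 5 of 24 arrays were closest to their own number). The replicate block gave 1 gene in mice labelled Act1 KO and changed no other of these counts by over 1.5 times. Besides Notch2, 140 named results were followed over 42 settings. Of the pairs of a result and a setting, 5659 kept their call, 130 fell below the threshold, 4 passed it and 5 reversed. Of the 140 results, 62 changed their call under at least 1 setting. The Mann-Whitney test was not run for the difference in response, and the filter on dim genes left no value for Notch2. Dim genes such as Notch2 lie near the background, which limits what small changes can be seen.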

Differences from the paper's values

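For 4 of the 21 genes in Fig. 5a, the fold of Th17 recipients over naive mice differed from the figure's by more than 1.5 times and by more than the spread between mice; the other 17 did not. The figure's values were read by eye from its grey scale, whose steps the cells do not match exactly; of 2 readings the first is used, and the folds of Steap4 and Slfn4 were already known by then, so ratios close to 1.5 are uncertain. For Cxcl1 and Lrg1 the naive level lay below the array medians, so the folds here are lower bounds of the true folds. The paper's supplementary values matched the deposited ones for 21 of the 24 arrays in the rows held. If the figure was drawn from those values, such a bound does not explain its higher readings. How the figure's folds were computed was not tested. Cxcl1 was at least 15.9-fold higher here and about 32 in Fig. 5a, read by eye, and it differed under every alternative set before the data were examined. Lrg1 was at least 19.8-fold higher here and about 30 in Fig. 5a, read by eye. It came within the paper's value only without naive wild-type replicate 1 or 4 or without Th17 wild-type replicate 1, 2 or 3, at 20.2-fold to 21.5-fold, and differed under the other alternatives. Col3a1 was 19.9-fold higher here and about 30 in Fig. 5a, read by eye. It came within the paper's value only without naive wild-type replicate 1, 4 or 5 or without Th17 wild-type replicate 1 or 4, at 20.2-fold to 21.3-fold, and differed under the other alternatives. Cp was 54.2-fold higher here and about 32 in Fig. 5a, read by eye. It came within the paper's value only with each array centred on ribosomal protein genes, at 40.5-fold, and differed under the other alternatives.

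The paper states that NOTCH2 was induced in the spinal cords of Th17 recipients. Here the log2 difference of Notch2 from naive mice was 0.06 (limma adjusted p = 0.635), and none of the settings run called it higher; its lowest adjusted p in that direction was 0.220, without naive wild-type replicate 4, and with each array centred on ribosomal protein genes it was lower at −0.36 (adjusted p = 0.00200). Notch1 was higher by 0.40 on the log2 scale (adjusted p = 0.000816), and by 0.26 with its dimmer probe set, which was not called (adjusted p = 0.0537).

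The paper describes the Fig. 5a genes as induced specifically in Th17 recipients. All 21 were higher in Th17 than in Th1 recipients, and all 21 were also higher in Th1 recipients than in naive mice, with a median of 7.91-fold. Between Th1 recipients and naive mice 20 passed by the methods' t-test, without S100a9, and 19 with ribosomal centring, without Cxcl1 and S100a9. The S100a9 call was also lost when naive replicate 1, 2, 4 or 5 or Th1 replicate 1 or 2 was left out.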

Other observations

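The values here come from lists and comparisons set at the start, and no test was chosen after its result was seen. In Th17 recipients against naive wild-type mice, all 10 type I interferon genes were higher (median log2 difference 5.18), such as the antiviral genes Ifit1 (5.89) and Ifit3 (4.68). Microglia homeostatic markers moved both ways, 5 higher and 4 lower of 11 (6 and 5 over the list alone), and with ribosomal centring 4 higher and 6 lower. Csf1r, the receptor for colony-stimulating factor, rose by 2.17 and Tmem119 by 1.96, whereas the purinergic receptor P2ry12 stood at −0.89 and the transcription factor Sall1 at −0.42. Among 11 astrocyte markers 6 were lower and 3 higher, with the growth factor receptor Fgfr3 at −1.62 and the folate enzyme Aldh1l1 at 0.80, and with ribosomal centring 8 were lower and 2 higher. Endothelial activation genes were higher in 4 of 5 cases, with the adhesion molecules Icam1 at 5.12 and Vcam1 at 2.36. Fibroblast and matrix genes were higher in 9 of 11 cases (10 over the list alone), with fibronectin, Fn1, at 5.25. Of 15 p53 target genes 9 were higher and 1 lower (camera adjusted p = 0.00641, but adjusted p = 0.0502 with an estimated correlation, which does not pass), such as Fas (3.16) and Cdkn1a (1.97) against Zmat3 (−0.66), while with ribosomal centring 5 were higher and 6 lower. Ribosomal protein genes themselves were higher in 8 of 12 cases (9 over the list alone, median 0.40, adjusted p = 0.0577 with an estimated correlation).

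Of 13 genes of IL-17 receptor signalling, 10 were higher and 1 lower in Th17 recipients than in naive mice, with Ikbke at 3.09 and Il17ra, the receptor chain, at 2.25. Traf3ip2 was higher by 1.09 and the kinase gene Map3k7 stood at −0.35. Among Th1 and Th17 lineage genes 6 of 8 were higher (7 over the list alone), with Ifng at 1.32 and the chemokine receptor Ccr6 at 0.52, and with ribosomal centring 3 were higher and 1 lower. Ccr6, which marks Th17 cells, was also higher in Th17 than in Th1 recipients (0.64, standard error 0.12).

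Between naive mice of both genotypes, mature oligodendrocyte genes had a median of −0.18 (camera adjusted p = 1.32e-07, adjusted p = 0.170 with an estimated correlation) and cholesterol synthesis genes a median of −0.26 (camera adjusted p = 3.78e-07, adjusted p = 0.465 with an estimated correlation). In limma 0 of 15 and 0 of 16 of these genes passed, with 5 and 6 at an unadjusted p under 0.05, and 0 by the adjusted methods' t-test. The adjusted Mann-Whitney test passed 0 of all 17097 genes between the naive genotypes, so it decides nothing for these lists. When adjusted over the list alone, 3 oligodendrocyte genes were lower. Endothelial markers also passed between the naive genotypes at the preset correlation only (camera adjusted p = 0.00499, adjusted p = 0.465 with an estimated correlation). So did sex-linked genes (camera adjusted p = 0.0195, adjusted p = 0.258 with an estimated correlation). In limma 1 of 12 endothelial markers and 0 of 4 sex-linked genes passed there. Between Th17 recipients and naive mice labelled Act1 KO, the same oligodendrocyte list had a median of 0.09 (camera adjusted p = 0.00552, adjusted p = 0.623 with an estimated correlation). Endothelial markers had a median of 0.17 in that comparison (camera adjusted p = 0.0319, adjusted p = 0.725 with an estimated correlation).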
